# Ethanol-induced transcriptional and translational changes in Aldh1l1-Egfp/Rpl10a cortical astrocyte cultures

**DOI:** 10.3389/fnins.2023.1193304

**Published:** 2023-06-21

**Authors:** Joel G. Hashimoto, Xiaolu Zhang, Marina Guizzetti

**Keywords:** astrocyte, FASD, translating RNA affinity purification (TRAP), alcohol, *in vitro*

## Abstract

The role astrocytes play in brain development and function has garnered greater attention as the diversity of roles they are involved in has become apparent. We have previously shown that ethanol-exposed astrocytes alter neuronal neurite outgrowth in an *in vitro* co-culture system and that ethanol alters the astrocyte-produced extracellular matrix (ECM) *in vitro*, with similar alterations *in vivo*. In this study, we utilized the translating ribosome affinity purification (TRAP) procedure in *Aldh1l1*-EGFP/Rpl10a transgenic mouse primary cortical astrocyte cultures to transcriptionally and translationally profile the astrocyte response to ethanol. We found a large number of differences between the total RNA pool and the translating RNA pool, indicating that the transcriptional state of astrocytes may not always reflect the translational state of astrocytes. In addition, there was a considerable overlap between ethanol-dysregulated genes in the total RNA pool and the translating RNA pool. Comparisons to published datasets indicate the *in vitro* model used here is most similar to PD1 or PD7 *in vivo* cortical astrocytes, and the ethanol-regulated genes showed a significant overlap with models of chronic ethanol exposure in astrocytes, a model of third-trimester ethanol exposure in the hippocampus and cerebellum, and an acute model of ethanol exposure in the hippocampus. These findings will further our understanding of the effects of ethanol on astrocyte gene expression and protein translation and how these changes may alter brain development and support the use of *in vitro* astrocyte cultures as models of neonatal astrocytes.

## Introduction

The significance of astrocytes as key players in brain development and function has been growing as the variety and number of crucial functions played by astrocytes have been discovered. Astrocytes are the main producers of the brain extracellular matrix (ECM), provide key structural and chemical cues for proper neuronal connections during brain development, stabilize and regulate synapses, and facilitate the creation and maintenance of the blood–brain barrier (Abbott et al., 2006; Santello et al., 2019; Kane and Drew, 2021), among other functions (Wilhelm and Guizzetti, 2016).

Recent advances in single-cell and single-nuclei RNA sequencing (RNA-Seq) and cell-type-specific expression profiling have further improved our understanding of the roles astrocytes play in the brain (Erickson et al., 2018; Brenner et al., 2020). However, studying astrocytes *in vivo* creates challenges based on the heterogeneity of the brain's cellular makeup and the complex feedback and cross-talk between different cell types. The use of *in vitro* models to study neurotoxic insults has provided a crucial understanding of the mechanistic underpinnings of complex diseases (Guttenplan et al., 2021; Kane and Drew, 2021). Mechanistic studies are particularly well suited to *in vitro* models, in which individual cell types can be manipulated in complex ways that would be untenable in whole tissues. However, one of the challenges associated with using *in vitro* models is interpreting how these models relate to *in vivo* processes.

Prenatal alcohol exposure (PAE) can lead to fetal alcohol spectrum disorders (FASD), resulting in brain and behavioral effects caused by a wide range of neurodevelopmental perturbations (Williams et al., 2015). PAE resulting in FASD impacts many different aspects of brain development and represents the largest type of preventable intellectual disability (Williams et al., 2015). Understanding the role of astrocytes in FASD-related brain dysfunction has been bolstered by *in vitro* studies in which astrocytes have been found to produce neuroinflammatory molecules, have altered extracellular protease expression, and have altered the production of chondroitin sulfate proteoglycans after ethanol exposure (Kane and Drew, 2021; Zhang et al., 2021; Goeke et al., 2022).

Gene expression studies utilizing high-throughput RNA-Seq typically analyze all RNA present in a given cell or tissue. Newer approaches have been developed to enrich cell-type-specific mRNA that is physically attached to the ribosome during the process of protein translation using the translating ribosome affinity-purification (TRAP) technology and the RiboTag system (Heiman et al., 2008; Sanz et al., 2009). These transgenic models result in cell-type-specific expression of tagged ribosomal proteins that, after incorporation into ribosomes, allow for the pull-down of cell-type-specific polysomes via immunoprecipitation methods and the assessment of mRNA abundance either by qRT-PCR or RNA-Seq. These approaches complement traditional RNA-Seq studies as the mRNA pool is enriched for specific cell types and actively translated, which is more closely linked to protein abundance (Heiman et al., 2014).

We have used both *in vitro* and *in vivo* methods to study the effects of developmental ethanol exposure. In our *in vivo* studies, we employed third trimester-equivalent human gestation models by exposing rats and mice to ethanol neonatally during the “brain growth spurt,” when astrocytes proliferate and provide crucial support and pathfinding cues to neurons (Goeke et al., 2018, 2022; Wilhelm et al., 2018; Zhang et al., 2021). To further understand how ethanol alters astrocyte functions during early brain development, we used the Aldh1l1-EGFP/Rpl10a transgenic mouse line, which allows for the analysis of astrocyte-specific mRNA translation. Here, we generated primary cortical astrocyte cultures from the Aldh1l1-EGFP/Rpl10a transgenic mouse line to assess translational and transcriptional changes caused by ethanol. Our data showed large differences in the total RNA vs. translating RNA pools.

However, the ethanol-induced alterations are very similar in terms of gene ontology (GO) and pathway enrichment analysis in the total RNA and translating RNA pools. A comparison of our datasets with published data indicates that our *in vitro* astrocytes were most similar to *in vivo* cortical astrocytes at postnatal days (PD) 1–7. In addition, broad similarities in the ethanol responses were observed in our datasets when compared to a neonatal model of ethanol exposure at PD10 in the hippocampus and the cerebellum, the hippocampus of PD7 mice administered a single dose of ethanol, and the medial prefrontal cortex (mPFC) following chronic ethanol exposure in adult mice. These comparisons provide context for our *in vitro* results on the adult and developmental impacts of ethanol exposure.

## Materials and methods

### Animals

Hemizygous B6;FVB-Tg(Aldh1l1-EGFP/Rpl10a)JD130Htz/J mice, originally generated by Nathaniel Heintz (Doyle et al., 2008), were obtained from The Jackson Laboratory (JAX, Bar Harbor, ME; Strain # 030247) and were bred with C57BL/6J mice to produce hemizygous offspring. Genotyping was carried out on a tail biopsy using a rapid DNA isolation protocol (Conner, 2002) and qPCR for eGFP and *Gapdh* for transgene presence and positive control, respectively, as previously described (Goeke et al., 2022). All animals were housed in the VA Portland Health Care System Veterinary Medical Unit on a 12-h light/dark cycle at an ambient temperature of 22 ± 1°C. All animal-related procedures were carried out in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and were approved by the VA Portland Health Care System's Institutional Animal Care and Use Committee (Protocol # 4331).

### Primary astrocyte cultures and ethanol treatments

Primary mouse astrocyte cultures were created as previously described (Zhang et al., 2021; Goeke et al., 2022) using an equal number of transgenic male and female postnatal day (PD) 0 cortices. As the successful isolation and culturing of astrocytes are time-sensitive, the presence of the Aldh1l1-EGFP/Rpl10a transgene was detected using the Nightsea DFP-1 fluorescent protein flashlight and glasses in the dissected brain, with subsequent confirmation by qPCR for eGFP. In addition, sex determination was based on the anogenital distance and confirmed by qPCR for *Sry*, as previously described (Wilhelm et al., 2016). Astrocyte cultures were maintained in Dulbecco's Modified Eagle Medium (DMEM; Thermo Fisher Scientific, 11885092) with 10% fetal bovine serum (Atlanta Biologicals, S12450) and 1,000 U/ml penicillin-streptomycin (pen-strep, Thermo Fisher Scientific, 15140122) in a humidified incubator at 37°C under 5% CO_2_/95% air atmosphere for 14 days *in vitro* (DIV) to reach confluence. Astrocytes were subcultured onto 100 mm dishes at a density of 2.5 × 10^6^. After 6 days, the serum-containing medium was replaced with serum-free medium for 24 h, followed by 50 mM ethanol treatment in serum-free medium or control serum-free medium. To limit the effect of ethanol evaporation on culture conditions, dishes were placed in sealed chambers containing 5% CO_2_/95% air atmosphere with an open dish containing either 50 mM ethanol or water, as previously described by Goeke et al. (2018). After 24 h in the 50 mM ethanol or control medium, the medium was removed, and adherent astrocyte cells were processed for the TRAP procedure.

### Translating RNA affinity purification

TRAP was carried out on six control and six ethanol-treated 100 mm dishes, as previously described by Heiman et al. (2014) with modifications (Sanz et al., 2009). Briefly, homogenization buffer (HB) was used as described in Sanz et al., with heparin omitted. Lysed cells in HB were centrifuged at 10,000 g for 10 min at 4°C to remove insoluble debris, and the supernatant was used for all subsequent steps. Input samples, equivalent to 5% of the initial HB volume, were saved from the supernatant prior to the immunoprecipitation, and RNA was extracted at the same time as TRAP samples. This beginning clause is confusing 50 μg of two GFP antibodies (bioreactor supernatant, clones 19C8 and 19F7 from the Memorial Sloan-Kettering Institute Monoclonal Antibody Facility) was added to each sample for 4 h at 4°C under gentle end-over-end rotation. Samples were transferred to tubes containing 200 μl of Pierce Protein A/G Magnetic Beads (Thermo Fisher Scientific; 88803; lot VF298063) and incubated overnight at 4°C with end-over-end rotation. The following day, beads were washed in high-salt buffer as described in Sanz et al., and RNA was isolated from the beads and input samples using TRIzol (Thermo Fisher Scientific, 15596018) and the Direct-zol RNA Microprep Kit (Zymo Research, R2062). RNA concentration was determined using the Quant-iT RiboGreen RNA Assay (Thermo Fisher Scientific, R11490) using a CLARIOstar Plus plate reader (BMG Labtech). TRAP controls with either no antibody or using wild-type tissue result in no measurable RNA based on the RiboGreen assay and only trace amounts of RNA detected using qRT-PCR.

### RNA-Seq and analysis

TRAP (IP) samples from all 12 (six control and six ethanol) dishes and six input (three control and three ethanol) samples (selected arbitrarily) were submitted for RNA-sequencing at the OHSU Massively Parallel Sequencing Shared Resource. RNA quality was assessed using an Agilent Bioanalyzer, with all samples having a RIN of >8.8 (range 8.8–9.8). RNA-seq libraries were profiled on a 4200 Tapestation (Agilent) and quantified by real-time PCR using a commercial kit (Kapa Biosystems/Roche) on a StepOnePlus Real-Time PCR Workstation (ABI/Thermo). Libraries were then sequenced on a NovaSeq 6000 (Illumina). Fastq files were assembled from the base call files using bcl2fastq (Illumina). The fastq files were trimmed with Trimmomatic (Bolger et al., 2014; Bioinformatics 30, 2114) using the built-in filters for Illumina adapters. After trimming, sequence files were aligned with the STAR aligner (Dobin et al., 2013). The reference genome was Mus musculus GRCm38, downloaded with annotations from Ensembl. Following the alignment, the SAM files were converted to BAM format using SAMtools (Li et al., 2009). Short-read sequencing assays were performed using the OHSU Massively Parallel Sequencing Shared Resource (OHSU MPSSR). Raw read count data were analyzed using the R package DESeq2 (Love et al., 2014). Genes with less than a total of 10 reads across the 18 samples were excluded from the analysis. Clustering and principal component analysis were conducted on all 18 samples (inputs and IP), as well as an analysis of differential expression between the IP and input fractions. Differential expression/translation caused by ethanol treatment was carried out separately with each fraction. The significance of RNA-Seq data was determined using DESeq2 FDR-adjusted Wald test *p*-values of < 0.05. All processed and raw sequencing reads are publicly accessible at the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) using accession number GSE227891.

### Validation of RNA-Seq by qRT-PCR

Confirmation of differential regulation by ethanol was carried out with qRT-PCR, as previously described by Goeke et al. (2022). Primers for mouse *Bcan* (Forward: 5′-CTGCGCGTCAAGGTAAACG-3′; Reverse: 5′-AGAGACACATCCGTGAGCGAT-3′), *Ncan* (Forward: 5′-GCTGGGGATCAGGACACAC-3′; Reverse: 5′-CAGTCTGAACCTTAGTCCACTTG-3′), and *Serpine1* (Forward: 5′-GCCACCGACTTCGGAGTAAA-3′; Reverse: 5′-TGAGCTGTGCCCTTCTCATT-3′) were used with 5 ng of RNA and the Luna Universal One-Step RT-qPCR Kit (NEB) with SYBR Green detection on the CFX96 Real-Time System (Bio-Rad). Cycle threshold data were normalized to total RNA using RiboGreen (ThermoFisher) and expressed as log_2_ transformed data relative to the input control samples, with significance determined by the Student's *t*-test.

### Bioinformatics analysis

Gene Ontology (GO) and pathway enrichment analysis was carried out using the enrichR package in R to query the enrichR database (Chen et al., 2013; Kuleshov et al., 2016). We limited the analysis to the following databases to focus our results on GO categories and known gene pathways: “GO_Molecular_Function_2021,” “GO_Cellular_Component_2021,” “GO_Biological_Process_2021,” “BioPlanet_2019,” “Elsevier_Pathway_Collection,” “KEGG_2021_Human,” “MSigDB_Hallmark_2020,” and “WikiPathway_2021_Human.” Significant gene categories were determined by unadjusted *p*-values < 0.01.

## Results

To understand the differences in gene transcription and translation caused by ethanol treatments in primary astrocyte cultures, we performed the TRAP procedure on primary Aldh1l1-EGFP/Rpl10a astrocytes (Figure 1). 

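In TRAP, ribosomes are pulled down through an EGFP tag on the ribosomal protein RPL10A. Aldh1l1-EGFP/Rpl10a mice carry this tagged protein under an astrocyte promoter, so that the IP fraction holds mRNA bound to tagged ribosomes. The input fraction holds RNA of the lysate before the pull-down, after insoluble debris was removed by centrifugation. Libraries were sequenced from the IP fraction of 6 control dishes (0 mM ethanol) and 6 dishes exposed to 50 mM ethanol for 24 h. Input libraries came from 3 of the control dishes and 3 of the ethanol-treated dishes, replicates 4 to 6 of each treatment. The libraries were stranded and made from total RNA depleted of rRNA. The authors trimmed the paired reads with Trimmomatic, aligned them to GRCm38 with STAR and deposited the number of read pairs counted on each gene in each library, without normalization. Between 74239854 and 132810705 read pairs per library were counted on genes. The median was 86811528 in input control, 84265467 in input ethanol, 82866623 in IP control and 89392976.5 in IP ethanol libraries. The deposited counts were taken without regard to strand, and read pairs on more than 1 overlapping gene, on either strand, were set aside as ambiguous, on average 5.5% of all pairs. From these counts, the 24495 genes with at least 10 read pairs over the 18 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. IP vs. input was tested over all 18 libraries with a term for treatment, and ethanol was tested within each fraction. DESeq2, the method of the paper, was run beside it. Expression is given as CPM, read counts scaled for library size with TMM, as mean ± SD over libraries, and gene positions are those of GRCm38 in GENCODE M21. No libraries of a group were copies of each other, since the closest, IP control replicates 5 and 6, differed by 4.06 times the sampling noise (chi-square per degree of freedom).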

The astrocytes were cultured for a total of 20 DIV, with a single pass at 14 DIV. Ethanol (50 mM) treatments were carried out in serum-free conditions, as we and others have done to model the *in vivo* environment of astrocytes (Prah et al., 2019; Zhang et al., 2021). 

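The number of read pairs in each library was summed from the deposited counts and the pairs listed beside them as unmapped, mapped to several places, outside genes or ambiguous. It averaged 103830000 ± 15960000 (SD, n = 18 libraries) and ranged from 88998170 to 157341491. Uniquely mapped pairs made up 91.9% ± 1.02 of each library, with a range of 89.6% to 93.4%. Their share was 90.4% ± 0.835 in input control (n = 3), 91.0% ± 0.671 in input ethanol (n = 3), 92.5% ± 0.386 in IP control (n = 6) and 92.5% ± 0.523 in IP ethanol libraries (n = 6). Pairs mapped to several places made up 4.65% ± 0.106 of input control and 4.73% ± 0.0366 of input ethanol libraries. The same share was lower in the IP fraction, at 3.13% ± 0.0452 in control and 2.99% ± 0.0288 in ethanol libraries.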

An average of 103 million paired-end reads were obtained for each sample (standard deviation: 15.9 million, range 88.9–157.2 million), with a unique mapping average of 92.0% to the reference genome (range 89.7%−93.5%). 

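PCA was run on the variance-stabilised counts (DESeq2) of the 500 most variable genes in all 18 libraries. PC1 held 97.3% of the variance and placed the 12 IP libraries apart from the 6 input libraries, with no overlap. PC2 held 0.835% of the variance and placed control and ethanol libraries apart, with no overlap in either fraction. With each library left out in turn, PC1 held 97.01% to 97.46% and both separations remained. Another transformation, log2 of the counts divided by size factors plus 1, moved the share of PC1 most, to 53.6%, with 4.12% on PC2, and PC2 no longer separated the treatments. With all tested genes, PC1 held 66.9% and PC2 7.08%, and the separations were kept. In the 12 IP libraries alone, PC1 held 69.0% of the variance and separated the treatments, and in the 6 input libraries alone it held 76.8% and separated them.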

Principle component analysis (PCA) of all RNA-Seq samples showed separation based on fraction (IP vs. input), which accounted for 97% of the variance (PC1), and ethanol treatment (PC2), which accounted for 1% of the variance (Figure 2A). Hierarchical clustering of all samples was conducted, resulting in the initial division of samples by fraction, followed by treatment (Figure 2B).

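Clustering was run with complete linkage on the Euclidean distances between the variance-stabilised values of all tested genes. All 18 libraries fell on the side of their fraction at the first division, and at the next division within each fraction all 12 IP and all 6 input libraries fell on the side of their treatment. Average linkage and a distance of 1 minus Pearson's correlation gave the same divisions. The median distance between libraries of the same fraction and treatment was 20.9 (range 19.0 to 23.1, 36 pairs). Between control and ethanol libraries it was 24.4 in IP (22.7 to 26.4, 36 pairs) and 24.1 in input (23.2 to 24.9, 9 pairs). Between IP and input libraries it was 50.8 (47.9 to 53.7, 72 pairs). The distances between treatments in input thus lay above every distance within a group, while those in IP overlapped the upper end of them.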

**Figure 1:**
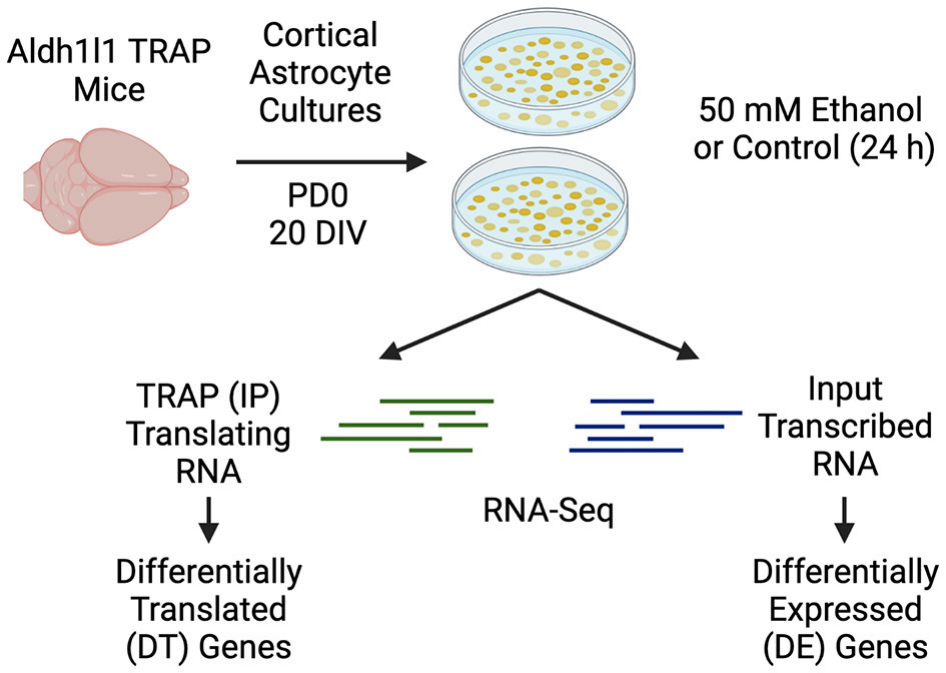
Experimental design. Primary cortical astrocyte cultures were generated from PD0 Aldh1l1-EGFP/Rpl10a transgenic mice. Astrocytes were cultured for 14 DIV before replating and were cultured for an additional 6 days. Serum was removed for 24 h prior to ethanol or control treatments for an additional 24 h. Following ethanol or control treatments, media was removed from the dishes, and the samples were processed for TRAP (IP), or input RNA, followed by RNA-Seq. Created with BioRender.com.

**Figure 2:**
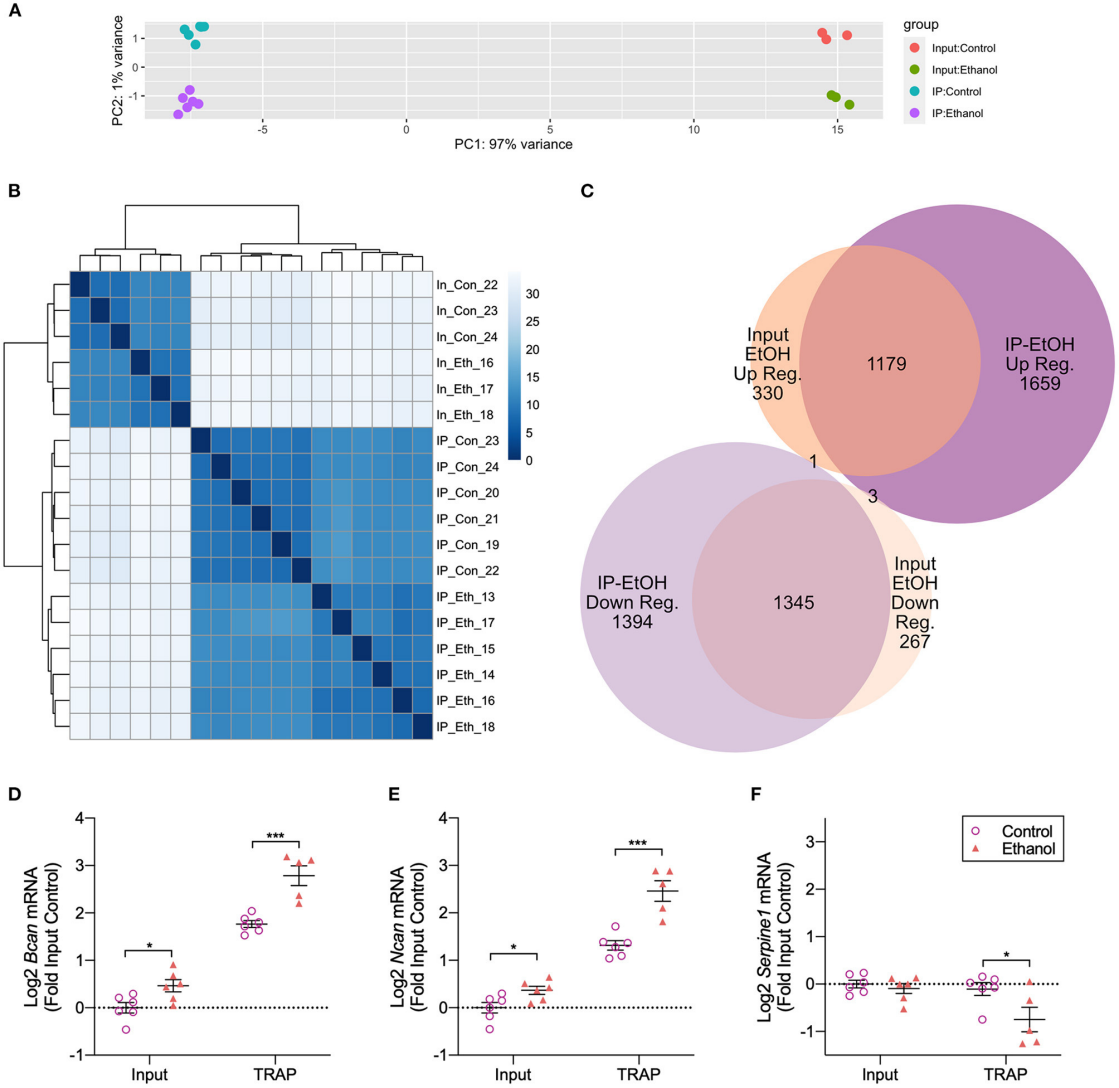
Translatome and transcriptome analyses of *in vitro* astrocytes following ethanol treatment. **(A)** Principal Component Analysis (PCA) of RNA-Seq data shows PC1 accounting for 97% of the variance separating IP and input samples. PC2 accounting for 1% of the variance separates control samples from ethanol-treated samples. **(B)** Hierarchical cluster analysis shows clear separation based on the fraction (input vs. IP) and treatment [control vs. ethanol (EtOH)]. **(C)** More genes were differentially regulated by ethanol in the IP fraction compared to the input fraction [5,581 (IP) vs. 3,125 (input)]. A comparison of ethanol-regulated genes in each fraction shows a large overlap between fractions, with 1,179 genes upregulated by ethanol in common between IP and input fractions and 1,345 genes in common between fractions that were downregulated by ethanol. **(D)** Confirmation of RNA-Seq results by qRT-PCR for *Bcan* showed increased *Bcan* mRNA in both input and TRAP fractions. The Log_2_ transformed data expressed relative to the input control with the mean ± SEM are shown. *p < 0.05; ***p < 0.001 (*n* = 5–6). **(E)** Confirmation of RNA-Seq results by qRT-PCR for *Ncan* showed increased *Ncan* mRNA in both input and TRAP fractions. The Log_2_ transformed data expressed relative to the input control with the mean ± SEM are shown. *p < 0.05; ***p < 0.001 (*n* = 5–6). **(F)** Confirmation of RNA-Seq results by qRT-PCR for *Serpine1*, which is the gene encoding PAI-1, showed decreased *Serpine1* mRNA in the TRAP fraction. The Log_2_ transformed data expressed relative to the input control with the mean ± SEM are shown. *p < 0.05 (*n* = 5–6).

### Differential expression/translation analysis

Comparing IP vs. input fractions, we identified 12,313 (6,045 genes with higher read counts in IP vs. input and 6,268 genes with lower read counts in IP vs. input) genes using an adjusted (FDR) *p*-value cutoff of 0.05 (Supplementary Tables 1, 2). These results indicate that over half of the detected transcripts showed differential partitioning between the cytosol and the ribosome, as only transcripts being actively translated were pulled down during the TRAP procedure. 

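With edgeR's quasi-likelihood test over the 18 libraries, 12498 of the 24495 genes tested (51%) differed between IP and input, 6172 with higher and 6326 with lower counts in IP. The alternative that moved this number most was a test against a fold change of 1.2 in place of no change, which called 4936 genes, 1910 higher and 3026 lower. DESeq2 called 12313 genes, 6045 higher and 6268 lower. Among the 12498 genes the median fold was 1.23 in either direction. A fold over 1.5 was reached by 3209 genes and a fold over 2 by 1830 genes. The balance of higher and lower genes depended on scaling. With total counts in place of TMM, 40.8% of the genes called were higher in IP, against 49.4%. In 6132 of the 24495 genes tested (25%), the 12 IP and the 6 input libraries did not overlap, against 0.0108% of genes by chance. All 6132 were among the 12498.
*Aldh1l1* (ENSMUSG00000030088, chromosome 6 from 90486427 to 90600203), whose promoter drives the ribosome tag, had 375 ± 14.9 CPM in IP (n = 12) and 181 ± 9.87 CPM in input (n = 6), a log2 fold change of 1.05 (SE 0.0216, adjusted p = 5.45e-51). The endogenous transcript of the tagged protein, *Rpl10a* (ENSMUSG00000037805, chromosome 17 from 28328471 to 28331033), was lower in IP, with 245 ± 9.1 CPM against 354 ± 11.4 CPM, a log2 fold change of -0.53 (SE 0.0197, adjusted p = 3.88e-36). Reads of the transgene were not told apart from those of *Rpl10a*. The largest increases in IP among genes with a mean of at least 5 CPM and no overlap between fractions were those of *Tro* (log2 fold change 1.29, SE 0.0611), *Myh8* (1.27, SE 0.0688) and *Spon1* (1.13, SE 0.0254). The largest decreases were all mitochondrial. *mt-Tp* had a log2 fold change of -5.48 (SE 0.0626), *mt-Nd1* of -4.87 (SE 0.071) and *mt-Nd2* of -4.67 (SE 0.063). *mt-Tp* is a tRNA gene with fewer than 10 read pairs on its own strand, so its counts came from transcripts of the other strand. *mt-Nd1* (ENSMUSG00000064341, mitochondrial genome from 2751 to 3707) had 99.3 ± 12.7 CPM in IP and 2898 ± 123 CPM in input. Protein-coding genes had a median log2 fold change of 0.01 (17056 genes, 5792 higher and 5032 lower in IP). The median was -0.20 for 1601 lincRNA genes, -0.29 for 1256 antisense genes and -0.15 for 2131 processed pseudogenes.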

The TRAP samples were from six independent dishes per treatment, while the RNA for the input samples was from aliquots taken from three of the control and three of the ethanol-treated IP (TRAP) samples; therefore, experimental variation due to differences in treatment conditions was minimized. 

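When IP vs. input was tested in the 12 libraries of the 6 dishes sequenced in both fractions, 11756 genes differed, 5828 higher and 5928 lower in IP. With the dish as a block in the same 12 libraries, 11659 genes differed, 5839 higher and 5820 lower (edgeR's quasi-likelihood test, adjusted p below 0.05). Without a term for treatment, the 18 libraries gave 11580 genes. The deviations of the input and IP libraries of one dish from their group means were weakly correlated across genes. The correlation was 0.032 to 0.144 in the control dishes and 0.115 to 0.212 in the ethanol dishes, against means of -0.0348 and -0.0834 between libraries of different dishes of the same treatment.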

The remaining three control and three ethanol-treated input samples were not sequenced due to design and cost considerations and were not excluded due to low yield or other technical issues.

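In the 12 IP libraries, 5233 genes were ethanol regulated (21.4% of those tested), 2911 upregulated and 2322 downregulated, and in the 6 input libraries 3672 genes were (15%), 1767 upregulated and 1905 downregulated. The test against a fold change of 1.2 moved these numbers most, to 95 genes in IP and 55 in input, so most of the changes were small. The median absolute log2 fold change was 0.15 among the 5233 IP genes, of which 241 changed over 1.5-fold, and 0.145 among the 3672 input genes. DESeq2 called 5581 genes in IP and 3125 in input, and 4997 and 3090 genes were called by both methods. Of all 24495 genes tested, the control and ethanol libraries did not overlap in 2440 in IP (9.96%, against 0.216% by chance for 6 against 6) and in 6629 in input (27.1%, against 10% by chance for 3 against 3). Of these, 2355 in IP and 3378 in input were among the ethanol-regulated genes.
Among genes with a mean of at least 5 CPM and no overlap between treatments, the largest increases in IP were those of *Slc7a4*, *Ypel4* and *Syt3*. *Slc7a4* (ENSMUSG00000022756, chromosome 16 from 17572018 to 17583214) had 6.15 ± 0.483 CPM with ethanol and 4.04 ± 0.238 CPM in control (n = 6 each), a log2 fold change of 0.61 (SE 0.0637, adjusted p = 1.93e-11, edgeR's quasi-likelihood test). *Ypel4* and *Syt3* changed by 0.60 and 0.59 on the log2 scale. The largest decreases in IP were those of *Myh8* (log2 fold change -0.71), *Cnn1* (-0.70) and *Gm17501* (-0.63). *Cnn1* (ENSMUSG00000001349, chromosome 9 from 22099216 to 22109630) encodes the smooth muscle protein calponin and had the largest decrease in input as well. It had 116 ± 9.9 CPM with ethanol and 190 ± 7.41 CPM in control in IP (SE 0.0545, adjusted p = 2.36e-06). In input it had 69.7 ± 3.36 against 115 ± 2.76 CPM (n = 3 each), a log2 fold change of -0.73 (SE 0.027, adjusted p = 9.05e-155). edgeR takes the spread of a gene partly from other genes, so a p-value this small does not rest on 3 dishes per treatment alone. It does not make the evidence in input stronger than that from 6 dishes per treatment in IP. The other large changes in input were increases of *Ypel4* (0.73), *Hapln4* (0.59) and *Arrdc3* (0.52) and decreases of *Prc1* (-0.67) and *Rasgrp3* (-0.63). With counts of one strand only, which leave out reads of genes on the other strand, the change of *Ypel4* in input was 0.81 and that of *Prc1* -0.58.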

Using DESeq2 to explore ethanol-induced differential expression/translation (DE and DT) within each fraction, we identified 5,581 DT genes in the TRAP (IP) fraction and 3,125 DE genes in the input fraction (Supplementary Tables 3, 4, respectively). 

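Of the genes called in either fraction, 2649 were ethanol regulated in both IP and input, 72.1% of those called in input. If calls in the fractions were independent, 784.5 shared genes would be expected. Both increases were found for 1303 genes (210 expected) and both decreases for 1343 genes (180.6 expected). The fractions share dishes, so the overlap was also counted for libraries of different dishes. The IP libraries of replicates 1 to 3, from dishes without an input library, shared 1914 ethanol-regulated genes with input (449 expected), 951 upregulated and 961 downregulated in both. Across 10176 genes, the log2 fold changes of ethanol in IP and input had a Pearson correlation of 0.834 and a Spearman correlation of 0.805. For IP replicates 1 to 3 and input the Pearson correlation was 0.802. These correlations are across genes, which are not independent replicates. With a test against a fold change of 1.2, 31 genes were shared.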

A comparison of the direction of ethanol regulation between the fractions showed that 1,179 genes were upregulated by ethanol in the IP and input fractions, and 1,345 genes were downregulated in both the IP and input fractions. In addition, we identified 1,659 genes that were only upregulated by ethanol in the IP fraction and 1,394 genes that were only downregulated in the IP fraction. 

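In IP only, 1605 genes were upregulated and 979 were downregulated by ethanol at an adjusted p below 0.05 with edgeR's quasi-likelihood test. Of these 2584 genes, 2259 (87.4%) changed in the same direction in input without passing the threshold there. Whether the effect of ethanol differed between fractions was tested with an interaction term. Over the 18 libraries, 0 genes passed an adjusted p of 0.05 for this difference, and 1459 genes had an unadjusted p under 0.05. With the dish as a block, in the 12 libraries of the dishes sequenced in both fractions, 102 genes passed, and 41 of the 2584 genes were among them. This number fell to 55 when trends of GC content and transcript length were removed from each library, a correction chosen after the values were seen. With IP limited to replicates 4 to 6, 824 genes were upregulated and 712 downregulated in IP only.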

We also found 330 genes that were only upregulated by ethanol in the input fraction and 267 genes that were downregulated by ethanol in the input fraction (Figure 2C). 

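In input only, 464 genes were upregulated and 559 were downregulated by ethanol. Of these 1023 genes, 898 (87.8%) changed in the same direction in IP. The difference between fractions, tested with the dish as a block, passed an adjusted p of 0.05 for 28 of the 1023 genes. With each library left out in turn, the genes upregulated in input only numbered 270 to 576 and those downregulated in input only 372 to 637. The lowest numbers came without input control replicate 5 (270 upregulated) and without input control replicate 6 (372 downregulated).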

Four genes were differentially regulated by ethanol in opposite directions based on the fraction, with three upregulated by ethanol in IP and downregulated by ethanol in input (*Chd3, Meg3*, and *Ndst1*) and one gene downregulated by ethanol in IP and upregulated by ethanol in input (*Sumo1*).

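*Chd3* (ENSMUSG00000018474, chromosome 11 from 69343273 to 69369406) rose with ethanol in IP from 127 ± 1.34 to 132.8 ± 2.14 CPM (n = 6 each), a log2 fold change of 0.07 (SE 0.0236, adjusted p = 0.0193, edgeR's quasi-likelihood test). In input it fell from 116 ± 2.15 to 108 ± 3.47 CPM (n = 3 each), a log2 fold change of -0.11 (SE 0.0255, adjusted p = 0.000164). *Ndst1* (ENSMUSG00000054008, chromosome 18 from 60684494 to 60748650) had 351 ± 9.48 CPM in control and 368 ± 8.54 CPM with ethanol in IP, a log2 fold change of 0.08 (SE 0.0233, adjusted p = 0.0103). Its change in input, from 296 ± 5.17 to 283 ± 4.74 CPM, was -0.07 (SE 0.0229, adjusted p = 0.0274). *Meg3* (ENSMUSG00000021268, chromosome 12 from 109541001 to 109571726), a long noncoding RNA with few reads, had 0.722 ± 0.21 CPM in control and 1.26 ± 0.468 CPM with ethanol in IP. Its log2 fold change there was 0.79 (SE 0.295, adjusted p = 0.0854), and it passed the threshold without IP ethanol replicate 3 (0.96, adjusted p = 5.34e-06). In input *Meg3* fell from 2.55 ± 0.256 to 1.67 ± 0.42 CPM, a log2 fold change of -0.61 (SE 0.139, adjusted p = 0.000242).
For a difference between fractions over the 18 libraries, DESeq2 called *Chd3* (0.18, adjusted p = 0.000454) but not *Meg3* or *Ndst1*. With edgeR's quasi-likelihood test, *Chd3*, *Meg3* and *Ndst1* did not pass an adjusted p of 0.05 there (0.421, 0.712 and 0.675). With the dish as a block the difference, IP minus input, was 0.19 for *Chd3* (adjusted p = 0.00191), 1.32 for *Meg3* (adjusted p = 1.98e-05) and 0.15 for *Ndst1* (adjusted p = 0.00414). When trends of GC content and transcript length were also removed, the adjusted p was 0.283 for *Chd3*, 6.97e-05 for *Meg3* and 0.272 for *Ndst1*. In IP alone that correction left log2 fold changes of 0.01 for *Chd3* and 0.02 for *Ndst1*. The calls of the small changes depended on single libraries. In IP *Chd3* lost its call without control replicate 1, 2, 3 or 4 or ethanol replicate 2 (adjusted p 0.0564 to 0.086), and *Ndst1* without control replicate 2 or 3 (0.0623 and 0.0848). In input *Ndst1* lost it without control replicate 5 or 6 or ethanol replicate 6 (0.0925 to 0.178). By the same rule 3 genes were called in opposite directions, *Chd3*, *Ndst1* and *Cic*, which was named after its values were seen. This count ranged from 0 to 6 with each library left out in turn. *Cic* had a log2 fold change of 0.07 in IP (adjusted p = 0.0369) and -0.07 in input (adjusted p = 0.0357).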

RNA-Seq results were validated by qRT-PCR utilizing the same samples used for RNA-Seq. We confirmed the upregulation of *Bcan* [input: *t*_(10)_ = 2.732, *p* = 0.021; TRAP: *t*_(9)_ = 4.982, *p* = 0.0008] and *Ncan* [input: *t*_(10)_ = 2.603, *p* = 0.026; TRAP: *t*_(9)_ = 5.133, *p* = 0.0006] by ethanol in both input and TRAP fractions (Figures 2D, E). In addition, we confirmed the downregulation of *Serpine1* [input: *t*_(10)_ = 0.7059, *p* = 0.496; TRAP: *t*_(9)_ = 2.325, *p* = 0.045] in the TRAP fraction by ethanol (Figure 2F). 

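*Bcan* (ENSMUSG00000004892, chromosome 3 from 87987531 to 88000230) encodes the proteoglycan brevican. In IP it had 401 ± 6.69 CPM with ethanol and 341 ± 5.33 CPM in control (n = 6 each), a log2 fold change of 0.24 (SE 0.0224, adjusted p = 6.37e-13, edgeR's quasi-likelihood test). In input it had 192 ± 3.47 against 162.8 ± 6.93 CPM (n = 3 each), a log2 fold change of 0.24 (SE 0.0233, adjusted p = 1.19e-21). *Ncan* (ENSMUSG00000002341, chromosome 8 from 70093085 to 70120873) encodes neurocan. It had 154.2 ± 5.23 against 124 ± 3.59 CPM in IP, a log2 fold change of 0.33 (SE 0.0255, adjusted p = 8.57e-16). In input it had 79.0 ± 2.84 against 63.6 ± 0.644 CPM, a log2 fold change of 0.31 (SE 0.0289, adjusted p = 2.78e-24). For both genes every ethanol library lay above every control library of its fraction. With each library left out in turn, the change of *Bcan* stayed between 0.23 and 0.25 in IP and between 0.20 and 0.26 in input, and that of *Ncan* between 0.31 and 0.34 in IP and between 0.28 and 0.33 in input. Neither gene passed the threshold for a change of over 1.2-fold.

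**Figure D1:**
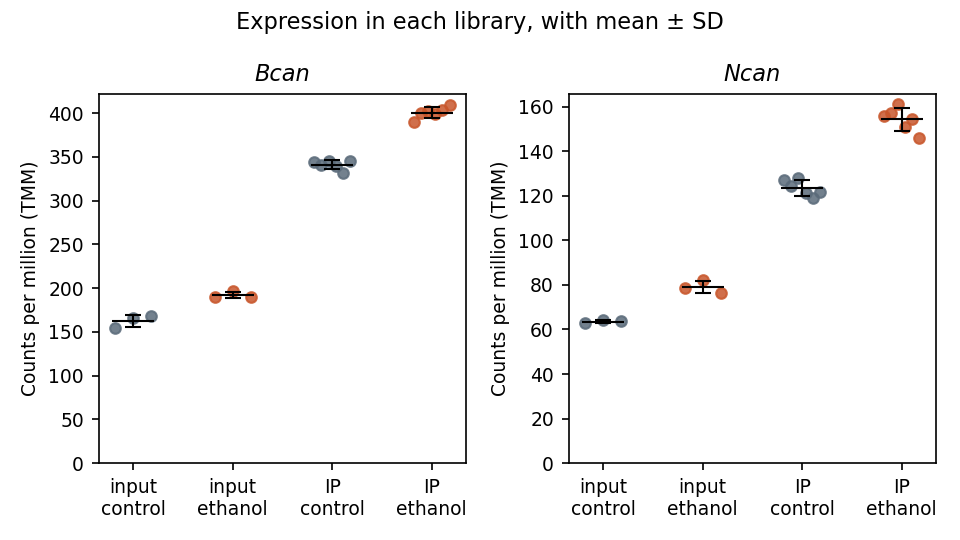
Expression of Bcan and Ncan in each library, in CPM with TMM normalization, for 3 input control, 3 input ethanol, 6 IP control and 6 IP ethanol libraries. Points are libraries, and bars give the mean and SD. The ethanol libraries lie above the control libraries of both fractions for each gene.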

We have previously shown that brevican (encoded by the gene *Bcan*) and neurocan (encoded by the gene *Ncan*) protein levels are upregulated by ethanol and that plasminogen activator inhibitor 1 (PAI-1; encoded by the gene *Serpine1*) protein levels are downregulated by ethanol in astrocyte cultures measured by Western blot and/or ELISA (Wilhelm et al., 2018; Zhang et al., 2021), indicating that changes in translating RNA levels in our TRAP fraction result in corresponding changes in protein abundance.

Due to the differences in the number of samples processed between fractions and the large difference in the number of ethanol-regulated genes we identified in the IP vs. input fraction, we investigated how the difference in sample sizes impacted the number of ethanol-regulated genes. Because our samples are matched with IP samples immunoprecipitated from the lysate sampled for the input, we limited our analysis to the three control and three ethanol-treated samples with both input and IP RNA-Seq results. 

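In the IP libraries of the 3 control and 3 ethanol-treated dishes that also have an input library, 3714 genes were ethanol regulated (1824 upregulated and 1890 downregulated, edgeR's quasi-likelihood test, adjusted p below 0.05), against 3672 in the input libraries of the same dishes. DESeq2 called 3291 genes in these IP libraries. The remaining IP libraries, replicates 1 to 3 of each treatment, gave 2995 genes (1623 upregulated and 1372 downregulated). With each library left out in turn, the limited IP set gave 2665 to 3341 genes. The ethanol effects in the limited IP set and in IP replicates 1 to 3 had a Pearson correlation of 0.85 across 10176 genes.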

We re-ran the same data analysis pipeline with the limited IP data and found a similar number of ethanol-regulated genes in the limited data set of the IP fraction and in the input fraction (3,317 DT genes in the limited dataset compared to 3125 DE genes in the input samples). This indicates that most of the difference in the number of ethanol-regulated genes identified in each fraction was due to the higher number of samples in the IP comparison (Supplementary Table 5). 

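To ask whether these dishes are typical of sets of their size, 3 of the 6 control and 3 of the 6 ethanol IP libraries were drawn 100 times. The number of ethanol-regulated genes ranged from 1923 to 4471, with a median of 2913. The limited IP set lay in the upper part of this range, with as many genes as or more than 83 of the 100 draws. The paper sets the number of genes in the limited IP set beside that in input, and from their similarity concludes that most of the difference in the number of ethanol-regulated genes between fractions came from the higher number of samples in the IP comparison.

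**Figure D2:**
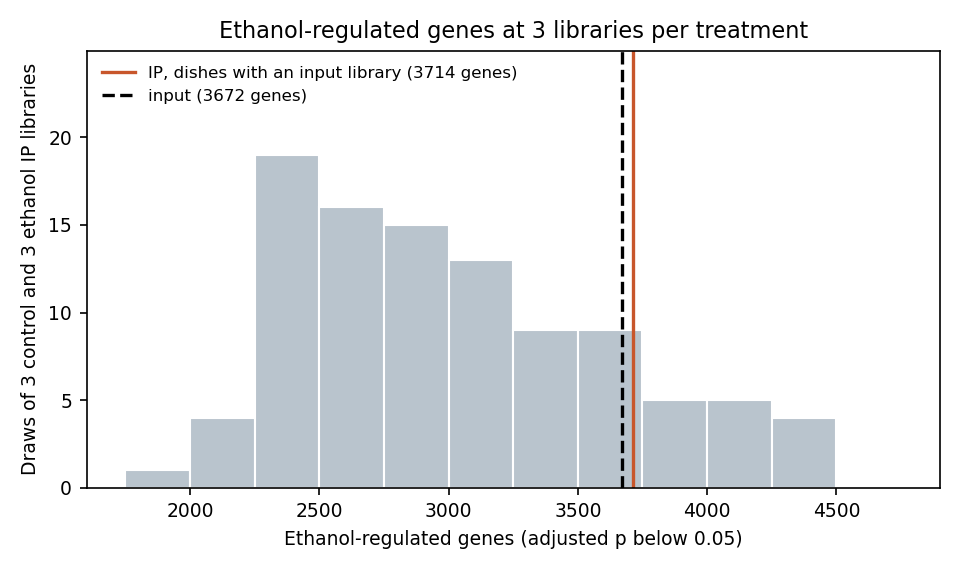
Number of ethanol-regulated genes (adjusted p below 0.05, horizontal axis) in 100 draws of 3 control and 3 ethanol IP libraries, with the number of draws on the vertical axis. The solid line marks the IP libraries of the dishes with an input library (3714 genes) and the dashed line the input libraries (3672 genes). Both lie above the median draw of 2913 genes.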

For all subsequent analyses and discussions, we will refer to the analysis of the full complement of IP samples unless explicitly indicated.

### Bioinformatics analysis: gene category enrichment

Ethanol-regulated DE and DT genes were used to query the Enrichr database to identify GO and pathway enrichment (Chen et al., 2013; Xie et al., 2021). In the IP samples, we identified 1,111 categories as enriched at an unadjusted enrichment *p*-value of < 0.01. When sub-setting the genes based on the direction of ethanol regulation, we identified 711 and 1,120 significant gene categories in upregulated and downregulated genes, respectively (Supplementary Table 6). 

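Genes of the ribosome were followed as lists fixed without reference to these libraries, which are not the Enrichr categories. In IP, 55 of the 79 genes of cytosolic ribosomal proteins were downregulated by ethanol and 0 were upregulated (66 and 0 when adjusted over the list alone). Their median log2 fold change was -0.10, with a range of -0.32 to 0.05, and 78 of the 79 were below 0. With limma's camera test at a preset correlation of 0.01, the list fell with an adjusted p of 2.71e-17. With fry the adjusted p was 0.00827, and with camera at an estimated correlation, which was 0.664 for these genes, it was 0.242 and did not pass. Of 73 genes of mitochondrial ribosomal proteins, 37 were downregulated and 0 were upregulated (39 and 0 when adjusted over the list alone), with a median of -0.09. The adjusted p of this list was 1.64e-12 with camera, 0.00155 with fry and 0.18 at an estimated correlation. Short transcripts fell more often than long ones with ethanol in IP. Random lists matched to the cytosolic list on transcript length and expression had a median of -0.08, and 125 of 10000 such lists were as low as the list itself. For the mitochondrial list, matched lists had a median of -0.03, and 1 of 10000 was as low.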

The top 25 categories in each comparison, based on *p*-value, are shown in Figures 3A–C. Of note, we identified several categories related to RNA and ribosomes (“RNA binding,” “ribosome biogenesis,” “rRNA processing”) in ethanol-regulated and ethanol-downregulated genes in the IP fraction. Of the 140 genes that were ethanol regulated in the “Myc Targets V1” category in the IP fraction, 135 were downregulated by ethanol, indicating that Myc may be a primary target of ethanol. Similarly, of the 17 genes in the “Chondroitin sulfate metabolic process,” which was highly significant in the ethanol-upregulated genes in the IP fraction (*p* = 5.26 × 10^−7^), and all ethanol-regulated genes (*p* = 8.69 × 10^−4^), 16 were upregulated by ethanol, suggesting that this process was highly upregulated in ethanol-exposed astrocytes. In addition, we identified 16 other glycosaminoglycan/chondroitin sulfate proteoglycan-related categories that were upregulated by ethanol in the IP fraction, which showed few to no genes in the ethanol-downregulated group in the IP fraction (Supplementary Table 6). 

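The Myc target list held 200 genes, of which 199 were tested. In IP, 124 of them were downregulated by ethanol and 5 were upregulated (138 and 6 when adjusted over the list alone). The median log2 fold change was -0.10, and 178 of the 199 genes were below 0. The list fell with an adjusted p of 3.19e-27 by camera, 4.28e-07 by fry and 0.00502 by camera with an estimated correlation. Lists matched on transcript length and expression had a median of -0.01, and 0 of 10000 were as low. The Myc list holds 9 genes of the S phase list, 1 of the G2/M list and 11 of the cytosolic ribosomal protein list.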

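The list of chondroitin sulfate genes held 38 genes, among them *Bcan* and *Ncan*. In IP, 22 were upregulated by ethanol and 0 were downregulated, over all genes tested and when adjusted over the list alone. The median log2 fold change was 0.09, and 31 of the 38 genes were above 0. The adjusted p of the list was 4.31e-06 by camera, 4.28e-07 by fry and 0.00502 by camera with an estimated correlation. Of the 38 genes, 34 have an annotated transcript length. Lists matched to these on length and expression had a median of 0.02, against 0.10 for the 34 genes, and 0 of 10000 were as high.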

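Of 65 lysosome genes tested in IP, 38 were upregulated by ethanol and 3 were downregulated (41 and 4 when adjusted over the list alone), with a median log2 fold change of 0.09. The adjusted p of the list was 1.11e-11 by camera, 1.32e-06 by fry and 0.018 by camera with an estimated correlation. Matched lists had a median of -0.00, and 0 of 10000 were as high. Of 67 axon guidance genes, 29 were upregulated and 3 downregulated (32 and 4 when adjusted over the list alone), with a median of 0.08. The adjusted p of this list was 7.05e-05 by camera, 5.12e-05 by fry and 0.0442 by camera with an estimated correlation. It was 0.0976 by camera when trends of GC content and transcript length were removed from the libraries. Axon guidance transcripts are long, and lists matched on length had a median of 0.04, with 5 of 10000 as high. The lysosome list shares 6 genes with the chondroitin sulfate list.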

Other categories with highly skewed makeup between upregulated and downregulated genes by ethanol include lysosome-related functions/cellular components, “transport across the blood–brain barrier,” and axonogenesis/axon guidance, with more genes upregulated than downregulated by ethanol.

**Figure 3:**
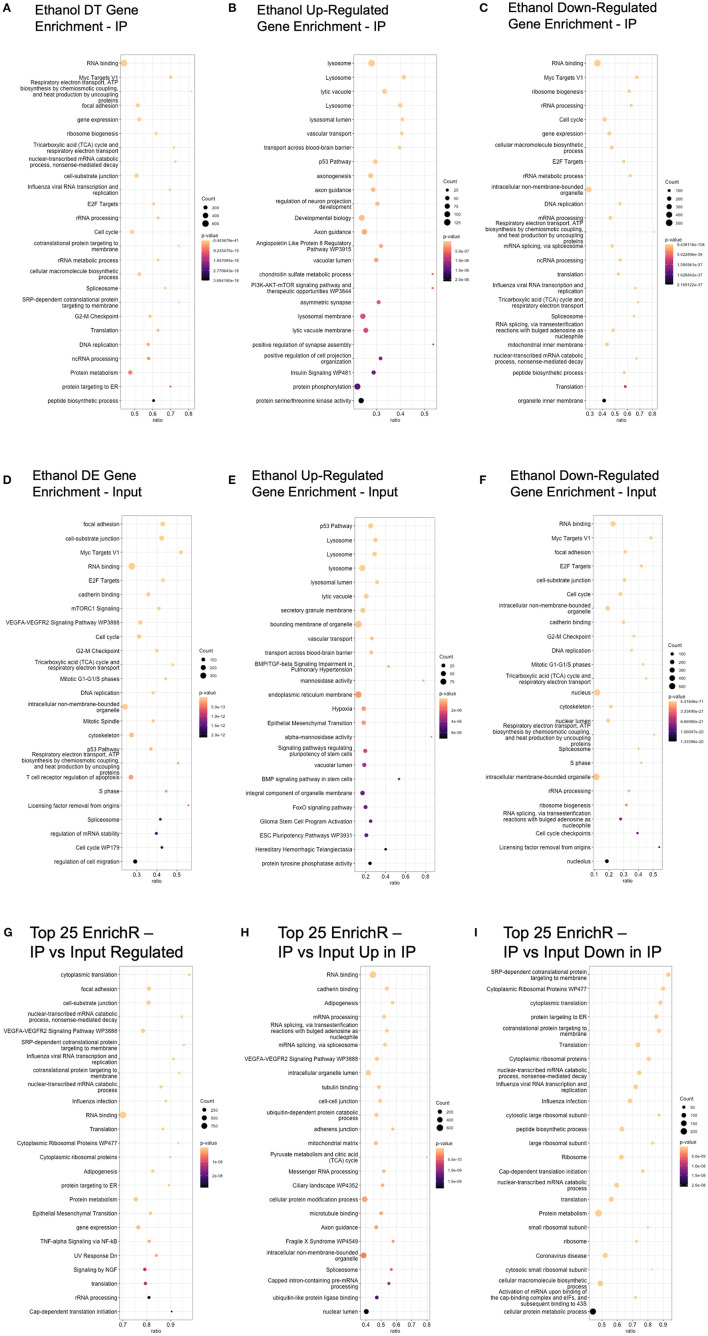
Top 25 enrichR results (based on enrichment *p*-value) for each comparison. **(A)** Ethanol DT genes in the IP fraction were analyzed using enrichR to identify enriched GO categories or pathways. **(B)** Ethanol-upregulated DT genes were used to query the enrichR database. **(C)** Ethanol-downregulated DT genes were used to query the enrichR database. **(D)** Ethanol DE genes in the input fraction were analyzed using enrichR to identify enriched GO categories or pathways. **(E)** Ethanol-upregulated DE genes in the input fraction were used to query the enrichR database. **(F)** Ethanol-downregulated DE genes in the input fraction were used to query the enrichR database. **(G)** Genes with different read counts between IP and input fractions were analyzed using enrichR to identify enriched GO categories and pathways. **(H)** Genes with higher read counts in IP compared to input were analyzed using enrichR to identify enriched GO categories and pathways. **(I)** Genes with higher read counts in input compared to IP were analyzed using enrichR to identify enriched GO categories and pathways.

In the input samples, we identified 1,142 enriched gene categories, with 657 and 1,277 gene categories in ethanol upregulated and downregulated genes, respectively (Figures 3D–F and Supplementary Table 6). 

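In input, 102 of the 199 Myc target genes were downregulated by ethanol and 7 were upregulated (118 and 8 when adjusted over the list alone), with a median log2 fold change of -0.09. The adjusted p of the list was 1.8e-17 by camera and 0.000734 by fry, and 0.0719 by camera with an estimated correlation. Of 43 genes of S phase, 25 were downregulated and 0 upregulated in input (27 and 0 when adjusted over the list alone), with a median of -0.27. The adjusted p was 5.13e-14 by camera, and 0.0315 with an estimated correlation. Of 54 genes of G2/M, 38 were downregulated and 0 upregulated (42 and 2 when adjusted over the list alone), with a median of -0.31. The adjusted p was 1.05e-17 by camera, and 0.0315 with an estimated correlation. Both phase lists had an adjusted p of 0.000734 by fry. In IP, 28 of the 43 S phase genes and 39 of the 54 G2/M genes were downregulated, and 0 and 3 were upregulated. When adjusted over the list alone, the numbers in IP were 28 and 0 for S phase and 41 and 3 for G2/M.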

Mirroring the results from the IP analysis, “Myc Targets V1,” “RNA binding,” and “cell cycle” were significant only in the ethanol-downregulated genes in the input fraction. 

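In input, 32 of the 65 lysosome genes were upregulated by ethanol and 2 were downregulated (37 and 4 when adjusted over the list alone). The median log2 fold change was 0.08, and 52 of the 65 genes were above 0. The adjusted p was 4.38e-08 by camera and 0.00559 by fry. With an estimated correlation it was 0.184 and did not pass. Of 10000 lists matched on transcript length and expression, 0 had a median as high.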

Lysosome-related categories (“lysosome,” “lysosomal lumen”), “transport across the blood–brain barrier,” and “vascular transport” were significant only in the ethanol-upregulated genes in the input fraction.

Comparing these analyses, we found that only 15 categories were significant in all of the analyses of genes upregulated, downregulated, and regulated in either direction in the IP fraction, indicating that these 15 pathways were impacted irrespective of the direction of ethanol regulation (Supplementary Table 7). The categories include the “androgen receptor signaling pathway,” the “integrin signaling pathway,” and “BDNF signaling pathway.” In the input fraction, we found 59 significant categories for genes that were upregulated, downregulated, and ethanol regulated in either direction (Supplementary Table 7). The categories with significant enrichment in up, down, and both directions in the input fraction include “focal adhesion,” “TGF-beta signaling pathway,” and “cell-substrate junction.” The four categories were enriched in all six comparisons across IP, and input fractions (ethanol-regulated IP, ethanol-upregulated IP, ethanol-downregulated IP, ethanol-regulated input, ethanol-upregulated input, ethanol-downregulated input) were “PI3/AKT/mTOR signaling,” “BDNF signaling pathway,” “UV Response Up,” and “Apical Junction.”

A comparison of the significant GO and pathway categories identified in ethanol-regulated genes in the IP and input fractions shows 732 categories as significant in both the input and IP fractions. The high proportion (66 and 64% in IP and input, respectively) of gene category similarity is expected based on the high number of overlapping regulated genes in each fraction.

We also conducted pathway and GO enrichment analysis on the genes that were identified as significantly different between the input and IP fractions, with the top 25 categories enriched in the analysis of upregulated and downregulated genes, upregulated in IP, and upregulated in input shown in Figures 3G–I, respectively. Enriched categories, irrespective of direction, included “cytoplasmic translation,” “cell-substrate junction,” “VEGFA-VEGFR2 Signaling Pathway,” “cotranslational protein targeting to the membrane,” and “RNA binding.” 

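Of 67 axon guidance genes tested, 32 were higher and 24 lower in IP than in input (33 and 24 when adjusted over the list alone, edgeR's quasi-likelihood test over the 18 libraries). The median log2 fold change was 0.10, with a range of -1.77 to 0.72. As a list, these genes did not pass the threshold in camera (adjusted p = 0.224), and in camera with an estimated correlation the adjusted p was 0.726. In fry it was 3.16e-07 and passed. Of 10000 lists matched on transcript length and expression, 1529 had a median as high.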

Top categories in genes that were higher in the IP fraction compared to the input that were not also significant in genes that were higher in the input fraction compared to IP (which can be characterized as gene categories that are actively translated) included “RNA binding,” “cadherin binding,” “VEGFA-VEGFR2 Signaling Pathway,” and “Axon guidance.” Top categories in genes that were higher in the input fraction compared to the IP fraction that were not also significant in genes that were higher in the IP fraction compared to input (which can be characterized as gene categories related to RNAs that are present in the cell but not actively translated) included “SRP-dependent cotranslational protein targeting to membrane,” “Cytoplasmic Ribosomal Proteins,” and “Translation.”

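All 79 genes of cytosolic ribosomal proteins were lower in IP than in input, over all genes tested and when adjusted over the list alone. The median log2 fold change was -1.03, with a range from -1.38 (*Rps12*) to -0.48 (*Rpl22*). The adjusted p was 8.34e-51 by camera and 6.98e-17 by fry. With an estimated correlation, which was 0.642, it was 0.0524. Lists matched on transcript length and expression had a median of -0.07, and 0 of 10000 were as low. Of 73 genes of mitochondrial ribosomal proteins, 22 were higher and 27 lower in IP (24 and 28 when adjusted over the list alone), with a median of -0.01 and an adjusted p of 0.803 by camera. STAR counts only read pairs that map to a single place, and ribosomal protein genes have pseudogenes with near-identical sequence, so their level is uncertain, although the same rule was applied to IP and input.

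**Figure D3:**
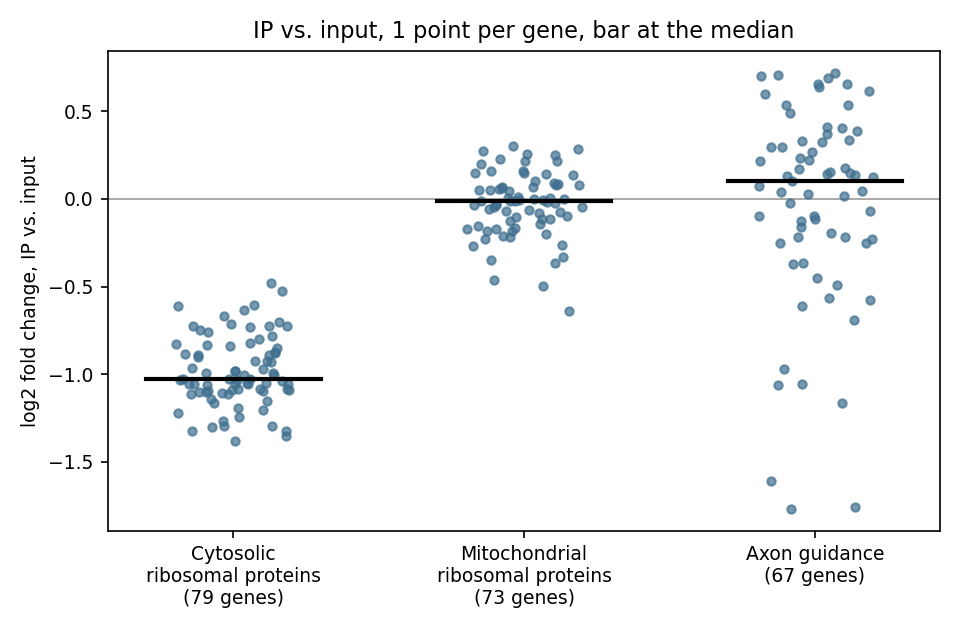
Log2 fold change of IP vs. input for each of 79 genes of cytosolic ribosomal proteins, 73 genes of mitochondrial ribosomal proteins and 67 axon guidance genes. Each point is a gene and each bar the median of its list. All points of the cytosolic ribosomal proteins lie below 0, while those of the other lists lie on both sides.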

### Comparison to developmental astrocyte TRAP studies

To better understand the relevance of *in vitro* astrocyte transcription and translation to the *in vivo* setting, we compared our results to previously published studies on the Aldh1l1-EGFP/Rpl10a mice. Clarke et al. (2018) profiled astrocyte translation in the striatum, hippocampus, and cortex at PD7, PD32, 10 weeks, 9.5 months, and 2 years using TRAP, followed by RNA-Seq. Rurak et al. (2022) profiled the cortex in males and females at PD1, PD4, PD7, PD14, PD35, and adult time points using TRAP followed by RNA-Seq. To observe what developmental stage and brain region(s) our *in vitro* astrocytes are most similar to in *in vivo* astrocytes, we conducted a hierarchical cluster analysis on 26 genes identified as being astroglial-specific and developmentally regulated (Rurak et al., 2022). As our data were from mixed-sex cultures, we collapsed sex data based on time points for the Rurak et al. analysis. In addition, to account for differences in library preparation and sequencing protocols, we calculated the average percentile for each gene in each age and tissue. Inspection of the cluster dendrogram showed that our *in vitro* astrocytes (both input and IP fractions) cluster most closely with the PD1 and PD7 cortical astrocytes (Figure 4).

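The 26 genes of Figure 4A were ranked by mean CPM among the 24495 genes tested. Their median percentile was 60.1 in IP (SD 0.552 over 12 libraries) and 58.4 in input (SD 0.229 over 6 libraries). The percentile was higher in IP for 20 of the 26 genes. With edgeR's quasi-likelihood test of IP vs. input, 17 genes were higher and 5 lower in IP. *Mlc1* ranked highest, at percentile 99.5 in IP and 98.97 in input, followed in IP by *Slc1a3* (98.5), *Gfap* (98.1), *Aqp4* (97.7) and *Acsbg1* (96.1). *Acsbg1* was at percentile 90.5 in input. *Pla2g3* ranked lowest, at percentile 28.05 in IP and 30.3 in input. With ranks among the 31945 genes with at least 1 read, the median was 69.4 in IP and 68.1 in input, so the percentile depends on the genes ranked. With counts per kilobase of transcript, the median was 60.6 in IP and 59.9 in input, with 19 of the 26 genes higher in IP. The *in vivo* data of the comparison were not analysed here.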

**Figure 4:**
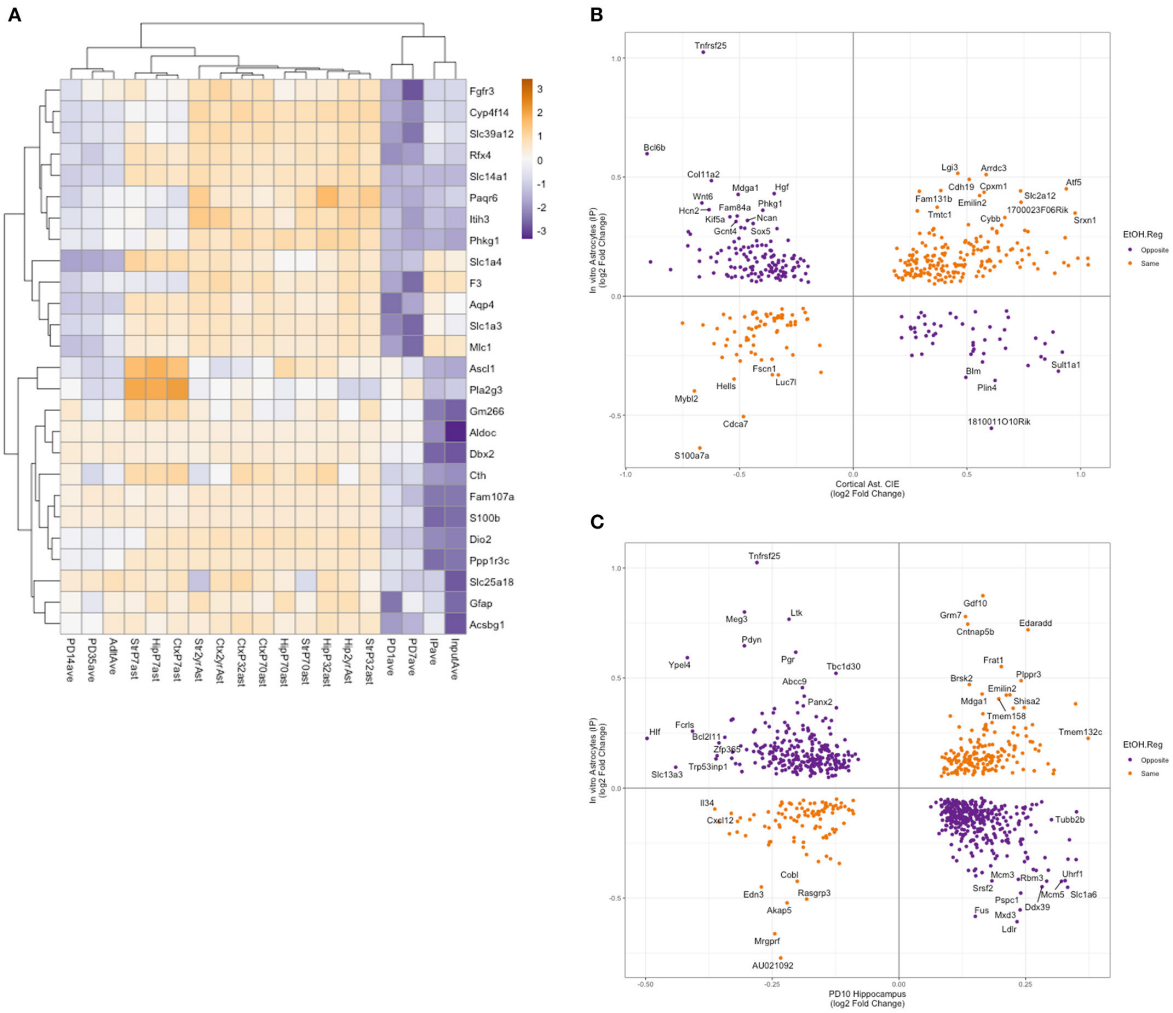
Comparison of *in vitro* astrocyte TRAP RNA-Seq to published datasets of *in vivo* astrocyte expression. **(A)** Astrocyte-enriched genes identified as altered during development (as in Rurak et al., 2022) were clustered using the percentile rank of each gene to account for differences between the experiments (Clarke et al., 2018; Rurak et al., 2022). The clustering of these genes indicates that our *in vitro* RNA-Seq expression is more similar to PD1 and PD7 cortical astrocyte expression. **(B)** An overlap of ethanol-regulated genes in *in vivo* astrocytes after chronic intermittent ethanol exposure and DT genes in the IP fraction from *in vitro* astrocytes. Genes with the same direction of regulation by ethanol are shown in orange, and genes with the opposite direction of regulation by ethanol are shown in purple. Genes with a log_2_ fold change greater than abs 0.3 are labeled with the gene symbol. **(C)** An overlap of ethanol-regulated genes in PD10 hippocampus after ethanol exposure and DT genes in the IP fraction from *in vitro* astrocytes. Genes with the same direction of regulation by ethanol are shown in orange, and genes with the opposite direction of regulation by ethanol are shown in purple. Genes with a log_2_ fold-change greater than abs 0.35 in the PD10 hippocampus or abs 0.4 in the *in vitro* astrocytes are labeled with the gene symbol.

### Comparison to chronic intermittent ethanol effects on *in vivo* astrocytes

We then compared the genes that were identified as DE or DT in our input and IP fractions to an analysis of astrocytes isolated via magnetic bead/antibody complexes targeting an astrocyte-specific surface marker (*Acsa2*) from mice that had undergone chronic intermittent ethanol exposure (CIE). The CIE model is well established in the literature as a model of binge exposure, which can cause increased drinking and dependence. Erickson et al. (2018) identified 1,153 differentially expressed genes in astrocytes after CIE. We compared our DT and DE genes to these genes regulated *in vivo* and saw 434 and 253 genes in common, respectively (Figures 4B, C). Hypergeometric analysis, using the R package GeneOverlap (Shen, 2022), showed a significant overlap between the *in vivo* astrocytes and both fractions (IP: *p* = 1.8 × 10^−17^, input: *p* = 2.9 × 10^−11^), indicating that the similarity of the gene sets was unlikely to be random. As observed in Figure 4B, there was a significant proportion of the genes that were regulated by ethanol in the opposite direction between the *in vivo* and *in vitro* astrocytes, and hypergeometric testing of the genes based on the direction of regulation did not show a significant overlap. 

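Of the genes labelled in Figure 4B, 18 are drawn with the same direction and 17 with the opposite direction *in vivo*. With edgeR's quasi-likelihood test of the 12 IP libraries, all 35 of them changed as drawn for the *in vitro* astrocytes. Of the 18 genes, 12 were upregulated and 6 downregulated, and of the 17 genes, 13 were upregulated and 4 downregulated, over all genes tested and when adjusted over the list alone. The study chose these genes on the same libraries, so the list is no independent evidence. In the 6 input libraries, 17 of the 18 and 17 of the 17 genes changed in the same direction as in IP, and 8 and 12 of them were called. The *in vivo* data after CIE were not analysed here.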

An analysis of GO and pathway enrichment of the ethanol-regulated genes in common between the *in vivo* and *in vitro* data showed categories related to the lysosome, pre- and post-synapse, and extracellular matrix, which in many ways is consistent with what we observed in the GO and pathway enrichment analysis of DT and DE genes (Figure 3 and Supplementary Table 8). While conducting the enrichment analysis on genes that were regulated in opposite directions between *in vitro* and *in vivo* datasets, gene categories that potentially relate to the cross-talk between astrocytes and other brain cell types or the extracellular matrix were overrepresented, with “regulation of synapse assembly,” “positive regulation of cell junction assembly,” and “nervous system development” enriched in IP genes regulated in the opposite direction from *in vivo* astrocytes, and “regulation of cell migration,” “Dermatan sulfate biosynthesis,” and “extracellular matrix organization” enriched in input genes regulated in the opposite direction from *in vivo* astrocytes (Supplementary Table 8).

### Comparison to neonatal ethanol-treated mice

We also sought to compare our DT and DE genes with a neonatal model of third-trimester equivalent ethanol exposure in mice. Key developmental processes that occur in the third trimester of human gestation, occur in the first two post-natal weeks in mice (Clancy et al., 2001). Pinson et al. (2021) administered 4 g/kg of ethanol from PD4-PD9 and examined ethanol-induced changes in hippocampal and cerebellar gene expression at PD10 24 h after the last dose of ethanol administered using RNA-Seq. After neonatal ethanol exposure, they found 2,150 DE genes in the hippocampus and 2,017 DE genes in the cerebellum (Pinson et al., 2021). Comparison of our DT and DE genes from *in vitro* astrocytes showed an overlap of 903 genes in common between DT (IP) and PD10 DE genes from the hippocampus, 596 genes in common between DE (input) and PD10 DE genes from the hippocampus, 777 genes in common between DT (IP) and PD10 DE genes from the cerebellum, and 497 genes in common between DE (input) and PD10 DE genes from the cerebellum (Supplementary Table 9). Hypergeometric analysis showed a significant overlap in all four comparisons (IP vs. hippocampus: *p* = 1.5 × 10^−60^, input vs. hippocampus: *p* = 5.6 × 10^−60^; IP vs. cerebellum: *p* = 3.5 × 10^−35^, input vs. cerebellum: *p* = 4.1 × 10^−34^). GO and pathway enrichment analysis showed enriched categories relating to “RNA binding,” “Myc Targets V1,” and “Protein metabolism” in the overlapping genes between both the IP and input ethanol-regulated genes in our analyses and the PD10 hippocampus (Supplementary Table 10). GO and pathway enrichment analysis of overlapping genes between the IP and input ethanol-regulated genes from our analysis with the PD10 cerebellum ethanol-regulated genes showed enrichment in categories relating to “cytoplasmic translation,” “cytoplasmic ribosomal proteins,” and “SRP-dependent cotranslational protein targeting to the membrane.” While examining the direction of regulation in the overlapping genes, we observed that a higher number of genes were regulated by ethanol in opposite directions between *in vitro* astrocytes and the whole hippocampus or cerebellum [IP vs. hippocampus: 283 (same), 620 (opposite); input vs. hippocampus: 155 (same), 441 (opposite); IP vs. cerebellum: 232 (same), 545 (opposite); input vs. cerebellum: 145 (same), 352 (opposite)]. Moreover, hypergeometric analysis of the overlap of genes regulated by ethanol in the same direction showed no significant overlap. This is likely due to many factors, including the difference between *in vivo* and *in vitro* ethanol treatments (with a major difference being that in the study by Pinson et al., tissue samples were collected 24 h after the last administration of ethanol, corresponding to an alcohol withdrawal time point, while in our experiments, samples were collected immediately after alcohol exposure), the difference in brain areas (*in vitro* astrocytes were generated from the cortex while the *in vivo* study examined the hippocampus and the cerebellum), and the presence of multiple cell types in the whole tissue expression profiles. 

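Of the genes labelled in Figure 4C, 20 are drawn with the same direction in the PD10 hippocampus and 27 with the opposite direction. In the 12 IP libraries, 18 of the 20 and 24 of the 27 genes were called in the direction drawn for the *in vitro* astrocytes (edgeR's quasi-likelihood test), and the remaining 5 genes (*Mrgprf*, *AU021092*, *Meg3*, *Pdyn* and *Abcc9*) had the drawn sign with adjusted p of 0.0501 to 0.0854. The 20 genes included 12 upregulated and 6 downregulated by ethanol (12 and 8 when adjusted over the list alone). The 27 genes included 12 upregulated and 12 downregulated (15 and 12 when adjusted over the list alone). The study chose these genes on the same libraries. In input, 19 of the 20 genes and 24 of the 27 had the drawn sign, and 6 and 15 of them were called. The hippocampus and cerebellum data were not analysed here.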

GO and pathway enrichment analyses of overlapping genes in the same direction in IP and the hippocampus showed pathways related to “cell-cell adhesion via plasma-membrane adhesion molecules,” “proteoglycans in cancer,” and “axon guidance,” while overlapping genes in the same direction in IP and the cerebellum showed pathways related to “wound healing,” “positive regulation of cell migration,” and “signaling events mediated by focal adhesion kinase.” GO and pathway enrichment analysis of genes that were regulated in opposite directions between IP and the hippocampus returned categories “RNA binding,” “Myc Targets V1,” and “protein metabolism,” while oppositely regulated genes between IP and the cerebellum returned categories “cytoplasmic ribosomal proteins,” “cytoplasmic translation,” and “cotranslational protein targeting the membrane.”

As our *in vitro* exposure is a single 24 h exposure, we wanted to compare our data to a recently published dataset from C57BL/6J mice that were administered a single dose of ethanol on PD7 (Baker et al., 2022). Baker et al. (2022) used a microarray platform to identify ethanol-regulated genes in males and females of several different recombinant inbred BXD lines and the parental C57BL/6J (B6) and DBA/2J lines. A comparison of the ethanol-regulated genes from our *in vitro* astrocytes to the ethanol-regulated genes in the B6 hippocampus from either males or females shows a large number of genes in common, with 158 genes in the IP fraction and 113 genes in the input fraction. Hypergeometric analysis shows a significant overlap in both comparisons (IP vs. B6: 1.2 × 10^−20^; input vs. B6: 2.4 × 10^−21^). Interestingly, in this comparison, we observed that the vast majority of the ethanol regulation *in vitro* and in the hippocampus after a single ethanol exposure was in the same direction. We found 142 genes regulated in the same direction in the IP fraction (hypergeometric overlap: *p* = 1.4 × 10^−13^), with only 16 genes regulated in the opposite direction, and 104 genes regulated in the same direction in the input fraction (hypergeometric overlap: *p* = 8.1^−17^), while only nine were regulated in opposite directions (Supplementary Table 11). This suggests that the exposure model used in our *in vitro* studies more closely resembled a single exposure *in vivo*.

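Supplementary Table 11 lists 158 genes for IP and 113 for input, and all were tested here. In the 12 IP libraries, 142 of the 158 genes changed in the direction listed for the PD7 hippocampus (78 upregulated and 64 downregulated) and 16 in the opposite direction. At an adjusted p below 0.05 (edgeR's quasi-likelihood test), 145 of the 158 genes were called, 14 of them in the opposite direction. When adjusted over the list alone, 158 were called. In the 6 input libraries, 104 of the 113 genes changed in the listed direction, 52 upregulated and 52 downregulated, and 9 in the opposite direction. All 113 were called, over all genes tested and when adjusted over the list alone. The study selected these genes as ethanol regulated in the same libraries, so the calls are no independent evidence. From the share of genes with the same direction, the paper proposes that the exposure *in vitro* resembled a single exposure *in vivo* more closely than the other exposures compared.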

## Discussion

In this study, we utilized the TRAP procedure to generate transcriptional (input) and translational (IP) profiles of Aldh1l1-EGFP/Rpl10a primary cortical astrocyte cultures following ethanol treatment that showed broad similarities between the ethanol response in each fraction. In addition, we identified many genes that were differentially expressed between the input and IP (TRAP) fractions, highlighting the different makeup of the total mRNA pool vs. translating mRNA pools in a given cell type. Our primary goal in these studies was to identify ethanol-regulated genes in an *in vitro* model that was similar to what we have used in the past using rat cortical astrocytes. By using astrocytes isolated from Aldh1l1-EGFP/Rpl10a mice, we could also identify genes that were differentially translated vs. differentially expressed in a single cell type. These data will be valuable in analyzing our ongoing studies of *in vivo* astrocyte responses to ethanol exposure in Aldh1l1-EGFP/Rpl10a mice. In addition, by leveraging published datasets using the Aldh1l1-EGFP/Rpl10a mice, we can better understand how our i*n vitro* model relates to *in vivo* astrocytes from a developmental time-point perspective. This study also compared our data sets to the *in vivo* astrocyte response to ethanol using published data from *in vivo* astrocytes isolated using a cell-surface antibody-enrichment method following a chronic model of ethanol consumption as well as whole tissue gene expression analysis in the FASD models of ethanol exposure.

In the brain, multiple cell types and heterogeneity within each cell type add complexity to studying the effects of a neurodevelopmental perturbation such as ethanol. Significant progress has been made recently using single-cell and single-nucleus RNA-Seq, but these approaches can be limited by the cost and the ability to detect treatment differences (Ofengeim et al., 2017; Brenner et al., 2020). The use of *in vitro* models has been a valuable tool for understanding complex mechanisms occurring in the brain, allowing the study of individual cell types' responses to alcohol exposure (Goeke et al., 2022). However, there are limitations (Slanzi et al., 2020).

The first question our study addresses is how the total RNA pool and translational RNA pool (mRNA physically associated with ribosomes during translation) differ in a single cell type. We found that approximately half of all detected genes were differentially partitioned between the input and IP fractions (12,313 out of 24,495), with 6,045 genes with higher levels in the IP vs. input and 6,268 genes with higher levels in the input vs. IP. The IP fraction was enriched for genes related to cadherin binding, axon guidance, RNA binding, and VEGFA-VEGFR2 signaling (Supplementary Table 6). Cadherins are cell adhesion molecules that are known to be essential in neuronal development and neurite outgrowth (Tomaselli et al., 1988; Martinez-Garay, 2020). Astrocytes are known to facilitate neuronal development, including axon guidance (Rigby et al., 2020). VEGFA-VEGFR2 signaling is essential for endothelial cell differentiation during angiogenesis, and astrocytes are key facilitators in the process of angiogenesis during early postnatal brain development (Puebla et al., 2022).

It should be noted that the input fraction in the TRAP procedure is a sampling of all RNA present, so it contains both translating RNA and RNA that is not being actively translated. We observed categories related to ribosomes, translation, and protein targeting to the membrane as enriched in the input fraction, suggesting that astrocytes are primed for the translation of these processes and functions. Astrocytes need to respond rapidly to changes in the local environment, and many of the responses elicited in astrocytes occur extracellularly. Therefore, it would be logical to have a pool of translational capacity and membrane-targeting machinery in the form of mRNA that is ready to be translated.

As observed in Figure 2, samples in our data separate most strongly based on the fraction (IP vs. input) in both PCA and hierarchical clustering, but ethanol treatment also clearly separates the samples in the second principal component (PC2) and within each fraction of the hierarchical clustering. Gene pathway and GO enrichment analyses show broad similarities between ethanol-regulated genes from the two fractions (IP and input). Interestingly, the genes downregulated by ethanol appear to be more cohesive in that the enrichment analysis *p*-values are lower and the number of genes in the top enriched categories is larger in both fractions (Figure 3), even though the number of genes that are identified as upregulated vs. downregulated in each fraction is similar (i.e., there is no bias toward one direction of regulation). This indicates that ethanol is upregulating genes in a greater number or a variety of smaller categories, while genes that are downregulated are clumped into a smaller, more concentrated number of categories. Many early transcriptional surveys of gene expression in brain tissue in response to ethanol exposure noted a bias toward downregulated genes (Lewohl et al., 2000; Saito et al., 2002). While we did not observe a bias in the direction of regulation in either of our datasets, the coordinated downregulation caused by ethanol in bulk tissue may reflect a large-scale transcriptional response, while our use of a single cell type allows the identification of the targeted groups of genes that are upregulated and obscured when looking at the bulk tissue with many different cell types and transcriptional responses.

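Among ethanol-regulated genes, 55.6% were upregulated in IP and 48.1% in input with TMM normalization. With the size factors of DESeq2 (RLE) in edgeR, the shares were 50.4% in IP and 48.8% in input, and with total counts only they were 54.1% in both. The balance of directions in IP thus moved by a few percentage points with the scaling. The median log2 fold change of all tested genes was 0.01 in IP and -0.00 in input with TMM.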

The top GO and pathway categories that were identified in ethanol-downregulated genes in IP and input fractions include broad generic categories such as “RNA binding” and “cell cycle,” as well as the pathway “Myc Targets V1.” Myc-related signaling has been observed in the acute response to ethanol (Kerns et al., 2005) and is differentially expressed in the rodent models of alcohol preferences and avoidance (Sommer et al., 2006). We observed enrichment in lysosome-related genes upregulated by ethanol in both the input and IP fractions (Figure 3). The involvement of lysosomal-related function in the astrocyte response to ethanol has previously been shown. Pla et al. (2016) showed autophagy induction and lysosome enlargement after ethanol treatment in primary astrocyte cultures that were blocked in astrocytes cultured from *Tlr4* knock-out mice, implicating a TLR4-autophagy-lysosome pathway in the astrocyte response to ethanol (Pla et al., 2016). 

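*Tlr4* (ENSMUSG00000039005) lies on chromosome 4 from 66827584 to 66930284. In IP it had 12.95 ± 0.92 CPM with ethanol and 11.6 ± 0.37 CPM in control (n = 6 each), a log2 fold change of 0.16 (SE 0.0458, adjusted p = 0.00689, edgeR's quasi-likelihood test), and 5 of the 6 ethanol libraries lay above every control library. In input it had 15.4 ± 0.258 with ethanol and 12.9 ± 0.582 CPM in control (n = 3 each), a log2 fold change of 0.25 (SE 0.0576, adjusted p = 0.000251), with no overlap. With each library left out in turn, the change stayed between 0.12 and 0.19 in IP and between 0.22 and 0.29 in input.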

While the TLR4 pathway was not enriched in our ethanol-regulated analyses, *Tlr4* mRNA was upregulated by ethanol in both input and IP fractions (Supplementary Tables 3, 4), and the GO molecular process “regulation of autophagy” is enriched in ethanol-regulated genes from input and IP fractions (Supplementary Table 6).

Our lab is interested in the role astrocytes play in brain development, with a particular emphasis on the extracellular matrix (ECM). During the brain growth spurt, which occurs in the third trimester of human gestation and during the first two postnatal weeks in mice, astrocytes proliferate and provide structural and chemical cues to neurons as they make connections (Clarke and Barres, 2013; Kane and Drew, 2021). In our *in vitro* TRAP data, we noticed that ethanol-upregulated genes were enriched in categories related to axon guidance and chondroitin sulfate-related categories, which provide important extracellular guideposts to developing neurons (Kwok et al., 2012).

One of the challenges in the utilization of *in vitro* models of complex *in vivo* systems is understanding how the *in vitro* model is a good representation of the *in vivo* system and where the models diverge. We utilized both *in vivo* and *in vitro* systems to understand the interaction of astrocytes and neurons in response to ethanol and to model the effects of third-trimester ethanol exposure on brain development. To these ends, we sought to contextualize our *in vitro* data by comparing our translational and transcriptional data to published reports using the same Aldh1l1-EGFP/Rpl10a mouse model we utilized for our cultures. Recent publications studying astrocyte functions in the brain during development and aging allowed us to compare the expression profiles of astrocytes *in vivo* with our *in vitro* data. While examining genes that were identified as altered during development (i.e., the genes that change based on the developmental age of the mice), our *in vitro* data clustered most closely with samples from the cortex of PD1 and PD7 mice (Figure 4). Our astrocytes are isolated from the neocortex of PD0 mice, and we use the cultures to model astrocytes from the early postnatal period of PD7.

We also sought to compare our *in vitro* data to ethanol regulation of gene expression in astrocytes *in vivo*. A method to study cell-type-specific expression profiles involves disruption of the tissue to generate single-cell suspensions and purification of cells by antibody-magnetic bead complexes directed to cell surface proteins. For astrocytes, Acsa2 is commonly used to enrich astrocytes from single-cell suspensions (Erickson et al., 2018; Pan and Wan, 2020). Comparison of our *in vitro* astrocyte data to the medial prefrontal cortex (mPFC) astrocytes following a chronic ethanol exposure paradigm showed many of the same genes as dysregulated by ethanol (Figure 4B), providing support for the relevance of our *in vitro* observations to astrocyte *in vivo* responses.

As our astrocyte cultures are most similar to PD1-PD7 cortical astrocytes, and given our interest in the role astrocytes play during brain development, we also compared our data to recent studies exploring the effects of neonatal ethanol on hippocampal and cerebellar gene expression. We observed a significant overlap in DE and DT genes with both hippocampal and cerebellar ethanol-induced changes. However, compared to the *in vivo* astrocyte comparison above, we observed a greater number of genes with opposite regulation by ethanol in the overlapping genes. There are many potential reasons for the different directions of ethanol regulation, including the presence of multiple cell types in bulk hippocampal or cerebellar RNA, the difference in brain areas examined, differences in the ethanol treatments, the timing of ethanol exposure and when RNA was collected, and the lack of astrocyte-neuron communication in our *in vitro* data, to name a few. However, it is striking that the genes that showed the same direction of regulation by ethanol were enriched in categories related to known astrocyte functions such as cell adhesion, axon guidance, and proteoglycan synthesis and signaling (Wiese et al., 2012; Rigby et al., 2020; Saint-Martin and Goda, 2022). In addition, a comparison of our *in vitro* astrocyte DT and DE genes to a recently published dataset from the hippocampus of C57BL/6J mice administered a single dose of ethanol on PD7 showed that ~90% of genes were regulated in the same direction by ethanol, indicating that our model more closely resembled an acute exposure *in vivo* model (Baker et al., 2022).

Taken together, we found that primary astrocyte cultures isolated from PD0 mice showed the highest similarity in the expression profile of developmentally regulated genes to PD1 and PD7 astrocytes *in vivo* (Figure 4A), indicating that our method of culturing astrocytes is more representative of the early neonatal period than other developmental stages. We observed a significant overlap of DT and DE genes with published reports of ethanol-regulated genes using various models of ethanol exposure. It was somewhat concerning that the direction of ethanol regulation was not always the same. However, it should be noted that some of the comparisons we made were to adult expression profiles after prolonged chronic ethanol exposure (Figure 4B) or in neonatal animals after 24 h of withdrawal from ethanol (Figure 4C). Furthermore, the cellular heterogeneity of intact tissues adds complexity to the interpretation of expression changes as to astrocyte-specific responses to ethanol vs. compensatory changes to alterations in other cell types. Interestingly, the greatest correspondence of our data based on the direction of ethanol regulation was to a recent report in neonatal mice in which expression profiling occurred while alcohol was still in the system (Baker et al., 2022), indicating that our *in vitro* model was most similar to neonatal studies of single ethanol exposures or while ethanol was still present in the system.

## Conclusion

We analyzed the transcriptional and translational pools of primary astrocyte cultures generated from Aldh1l1-EGFP/Rpl10a mice following ethanol treatment to better understand how our *in vitro* model compared to *in vivo* astrocyte responses to ethanol during the early postnatal period in mice. While a large number of differences were observed between the total RNA pool and translating RNA, we observed broad similarities in the GO and pathways enriched in the ethanol-regulated genes in the two fractions. A comparison of our data to recently published reports of developmental astrocyte gene translation showed that our cultures were most similar to PD1 and PD7 cortical astrocytes. In addition, we observed many similarities in our *in vitro* astrocyte response to ethanol to a published report of the *in vivo* astrocyte response to chronic ethanol exposure. Finally, comparing our data to neonatal models of ethanol exposure showed many similarities in genes and pathways that were dysregulated by ethanol.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by VA Portland Health Care System Institutional Animal Care and Use Committee (IACUC).

## Author contributions

MG conceived the project and designed the experiments. JH and XZ contributed to data collection and performed experiments. JH performed the data analysis and wrote the first draft of the manuscript. All authors contributed to the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

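The authors counted read pairs per gene with STAR after trimming the reads with Trimmomatic and aligning them to GRCm38 with Ensembl annotation, and deposited the counts of each library as STAR writes them and a table of the unstranded counts of all 18 libraries. The deposited counts are raw and were not normalized, and no libraries were pooled. The table of all libraries equals the unstranded counts of the single libraries in every gene and library (0 differences), and it was used throughout. The libraries were made with the Illumina Stranded Total RNA kit with Ribo-Zero Plus and sequenced as paired reads on an Illumina NovaSeq. STAR counted only read pairs mapped to a single place. Read pairs that map to several places, on average 3.6% of all pairs, were left out, so genes with near-identical copies are undercounted. The counts of one strand showed that 4.35% of the assigned pairs lay on the strand opposite to the annotated genes.

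Of the 51912 genes counted, 51719 have a position and 51633 a transcript in GENCODE M21, which uses the same genome build. GC content and transcript length were taken from that annotation, with the longest transcript of each gene. Gene symbols are those of the deposited table, and 27 symbols that had been turned into dates were replaced by those GENCODE gives for the same gene identifiers.

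CPM (read counts scaled for library size with TMM) and log2 fold changes were computed here from the deposited counts. The 24495 genes with at least 10 read pairs over the 18 libraries were kept for all comparisons. Each comparison was tested with edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit with robust estimation and glmQLFTest) in R 4.3.3. The SE of a log2 fold change is its absolute value divided by the square root of F. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested, with a threshold of 0.05. DESeq2 1.42.0 with the Wald test and default independent filtering was run beside it. IP vs. input was tested over 18 libraries with a term for treatment. Ethanol was tested in 12 IP, 6 input and 6 IP libraries of the dishes with an input library (limited IP). The difference of the ethanol effect between fractions was tested as an interaction over the 18 libraries, and in the 12 libraries of the dishes with both fractions with the dish as a block. Input and IP libraries with the same treatment and replicate number come from the same dish, so the dish is a true block, while control and ethanol dishes share only a number.

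The plan of comparisons, alternatives, gene lists and genes to be named was set before the data were examined. The genes named are every gene the paper's text names as measured, *Aldh1l1* and *Rpl10a*, the genes of Figure 4A, the genes labelled in Figures 4B and 4C, and for each comparison the 3 largest increases and the 3 largest decreases among genes with an adjusted p below 0.05, a mean of at least 5 CPM and no overlap between groups. The results of some of the genes this rule covers are not reported here. Some members of gene lists are named as well, for their level, for their fold change or because 2 lists share them, and these were chosen after the values were seen. The gene lists (Myc targets, chondroitin sulfate genes, lysosome, axon guidance, S phase, G2/M, cytosolic and mitochondrial ribosomal proteins, mitochondrially encoded mRNAs, noncoding RNAs and markers of 7 cell types) were written from general knowledge and are not the Enrichr categories. The paper's own categories were not analysed here. Lists were tested on log2 CPM (prior count 2) with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and with fry, and adjusted over the lists of a comparison. Each list was also set against 10000 random lists matched on transcript length and mean expression. The lists share genes. The Myc list shares 9 genes with S phase, 1 with G2/M, 11 with cytosolic and 2 with mitochondrial ribosomal proteins. The chondroitin sulfate list shares 6 genes with the lysosome list and 1 each with the markers of oligodendrocytes, endothelial and mural cells (*Cspg4*) and fibroblasts (*Dcn*). The lysosome list shares 2 genes with the microglia markers, and the S phase list 1 gene with the mitochondrial ribosomal proteins. The oligodendrocyte markers share 1 gene with endothelial and mural cells and 1 with fibroblasts. The genes of Figure 4A include 5 astrocyte markers.

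PCA and clustering used variance-stabilised values. To remove trends of GC content and transcript length, a spline with 4 degrees of freedom was fitted in each library, centred within each fraction, so that this correction does not apply to IP vs. input. Random steps used a fixed seed.

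The median library had 84119135 read pairs counted on genes. At this depth the differences between libraries of a group exceeded sampling noise, so replicate spread rather than depth sets the precision of genes with many reads, while genes with few reads, such as *Meg3*, are less precise. The alternatives tried were DESeq2, RLE size factors, total counts, no low-count filter, edgeR's filterByExpr, counts of one strand, glmQLFit without its legacy method, reads thinned to the smallest library, an adjusted p below 0.01, a test against a fold change of 1.2, one fit over all 18 libraries, replicate number as a block, and each library left out in turn. After the values were seen, removal of GC and length trends was added. No library was left out of the comparisons. Supplementary tables held only in part were used for single genes and not for overlaps.

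Tests of 5 comparisons, a gene list test and the removal of trends were first run on counts simulated from the means and library sizes of these libraries, with 200 of 24495 genes changed by known folds for the comparisons and the trends. The tests with the dish as a block were not run on simulated counts. edgeR recovered 200 of the 200 genes in IP vs. input with 13 false calls, 198 for ethanol in IP with 21, 193 for ethanol in input with 19, 196 in limited IP with 29 and 187 for the interaction over 18 libraries with 8. The simulated folds were larger than most of the ethanol changes called, whose median fold was 1.11 in IP and 1.11 in input. Genes with few reads were not among those changed. Recovery of changes as small as those called was not simulated, so these numbers do not give the power for them, nor for the interaction. A trend of GC content and length added to the simulated libraries gave 7496 false calls, and after the trend was removed 35 remained with 198 of the 200 genes recovered.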

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

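All tests of explanations in this part were chosen after the results were seen.

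The ethanol effect differed between IP and input for 102 genes when it was tested with the dish as a block in the 12 libraries of the dishes sequenced in both fractions (edgeR's quasi-likelihood test, adjusted p below 0.05). The difference was positive, that is, higher in IP, for 94 genes and negative for 8. Over the 18 libraries without the block, 0 genes passed, with 1459 at an unadjusted p below 0.05, and all 100 of the splits of the dishes between treatments that were drawn, the real one included, gave as many, which decides nothing for a count of 0. At an unadjusted p below 0.05, 2 of the 100 splits, the real one included, gave as many as 1459 genes. The other 99 splits (median 741 genes) mix control and ethanol dishes, so the ethanol effect itself widens the spread in them. They are no fair measure of chance for the interaction, and this count decides nothing either. Of the 10 ways to split the 6 dishes between treatments, 1, the real one, gave as many as 102 genes. The next gave 34 genes, the median of the others was 1, and a design of this size cannot give a share below 0.1. Chance therefore cannot be told apart from a true difference by the count of 102.

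Which genes passed, and so the share of them higher in IP, depended on scaling. With RLE size factors 79 genes passed, 82.3% of them higher in IP. With total counts only, 67 passed and 73.1% were higher, and with TMM with singleton pairing, 105 passed and 16.2% were higher. All 102 genes kept the sign of their difference under each of these scalings, but other genes passed the threshold. This is consistent with scaling between libraries setting the balance of directions among the calls, but not the sign of a gene. The 102 genes were rich in GC (median 56.4%, against 49.7% in 10038 protein-coding genes) and long (median 6477 against 3625 bases). When trends of GC content and transcript length were removed, 16 of the 102 genes (15.7%) were still called in the same direction, so trends of the libraries may account for most of these calls. With counts of one strand, 92.2% were still called, which argues against reads on overlapping genes. A differing translation of these genes with ethanol stays open and was not tested.

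*Chd3* and *Ndst1* were picked out because their ethanol effect differed between fractions with the dish as a block, by 0.19 for *Chd3* (adjusted p = 0.00191) and 0.15 for *Ndst1* (adjusted p = 0.00414, edgeR's quasi-likelihood test). With the trends of GC content and transcript length removed, neither passed (adjusted p = 0.283 and 0.272), and with TMM with singleton pairing neither passed (0.0556 and 0.101). Over the alternatives, the adjusted p of *Chd3* ranged from 0.00158 to 0.283 and that of *Ndst1* from 0.000954 to 0.272. These trends and scaling are possible explanations for the opposite directions of both genes. A change of their translation stays open.

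*Meg3* was picked out in the same way, with a difference of 1.32 (SE 0.224, adjusted p = 1.98e-05). It passed with the trends removed (adjusted p = 6.97e-05), with a range of 4.55e-06 to 0.000123 over the alternatives with a value, so GC content and length do not account for it. DESeq2 gave no adjusted p for it. *Meg3* RNA is nuclear, and its level followed that of the nuclear RNA *Malat1* over the 12 IP libraries (Pearson correlation 0.87, permutation p = 0.00012, adjusted over 4 relations 0.00024, Spearman 0.811, 0.856 without the 2 farthest libraries and 0.903 within treatments). With the *Malat1* level as a term, the ethanol effect on *Meg3* in IP was 0.46 on the log2 scale (SE 0.148, adjusted p = 0.02, edgeR's quasi-likelihood test). Without this term it was 0.79 (SE 0.295, adjusted p = 0.0854). Nuclear RNA carried into the IP in varying amounts may therefore account for part of the increase in IP. *Malat1* is an imperfect measure of such RNA, so the effect that remained cannot exclude it as the whole cause. *Meg3* has about 1 CPM in IP, and IP ethanol replicate 3 (0.492 CPM) lay within the range of the controls. A biological difference between the fractions remains a hypothesis.

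In none of the 28 groups of 6 libraries tested did a single library lie far from the others, where 1.4 would be expected by chance.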

How the results depend on the processing

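The corrections for trends of GC content and transcript length, the settings of the dish-block interaction other than the block itself, the matched lists for ethanol and fry with a replicate block were chosen after the data were seen, and the unstranded counts of the single libraries gave no separate values because they equal the table used.

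Against a fold change of 1.2, the counts of genes fell in all comparisons, to 4936 for IP vs. input (1910 higher and 3026 lower), 95 for ethanol in IP, 55 in input, 65 in limited IP and 31 shared by IP and input. The changes called are small, which by construction lowers these counts. With one fit over 18 libraries, ethanol in input gave 2175 genes, and the cause was not tested. The other counts in these comparisons stayed within 1.5 times the values reported. IP vs. input gave 10854 to 12697 genes, ethanol in IP 3621 to 5782, ethanol in input 2498 to 3846 and limited IP 2530 to 4193. Leaving out each library in turn gave 12069 to 12503, 4616 to 5244, 2861 to 3164 and 2665 to 3341 genes, and 2201 to 2690 shared genes. Thinning the reads of all libraries to the smallest gave 12378, 5065, 3542 and 3539 genes, all within 1.5 times the counts at full depth. Depth limits the genes with few reads, such as *Meg3*. Genes upregulated in input only numbered 270 without input control replicate 5 and 302 without input control replicate 6, against 464 with all libraries.

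Of 100 splits of the 18 libraries into 12 and 6, 1, the real one, gave as many as 12498 genes, and 0 genes passed in the others. When input and IP were exchanged within dishes, 1 of 32 arrangements, the real one, gave as many as the 11659 genes found with the dish as a block. For ethanol in IP, 1 of 100 splits gave as many genes, and the others gave 0 to 1253. For ethanol in input and in limited IP, 1 of 10 splits each, the real one, gave as many, and the others gave 0. With 3 against 3 libraries, chance cannot be excluded by this count, since the share is never below 0.1. In every split other than the real one, libraries of both kinds are mixed, so a real difference widens the spread and lowers the count. The counts of the other splits are thus not the number of calls to be had where no difference exists.

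The number of genes whose ethanol effect differs between fractions moved as well. Over the 18 libraries, DESeq2 called 2 genes, *Chd3* (0.18, adjusted p = 0.000454) and *Slc8b1* (0.20, adjusted p = 0.0431), the latter chosen after its values were seen. Leaving out each library gave 0 to 1 genes. The 1 gene was *Meg3* without IP ethanol replicate 3 (1.56, adjusted p = 0.00618). The 12 libraries of the dishes with both fractions gave 13 genes without a block and 102 with the dish as a block. With the block, total counts gave 67 genes, thinned reads 54, removal of GC and length trends 55 and removal of the length trend 59. RLE gave 79 genes (65 higher in IP), TMM with singleton pairing 105 (17 higher), upper quartile 82 (69 higher), DESeq2 81 (69 higher), counts of one strand 104 (96 higher) and removal of the GC trend 109 (50 higher). Leaving out each dish gave 20 to 117 genes, with 20 without control replicate 6, 30 without control replicate 5, 37 without ethanol replicate 4 and 46 without ethanol replicate 6. The cause of these changes was not tested here.

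The share of PC1 was 66.9% with all tested genes, 53.62% with log2 of counts divided by size factors plus 1, 69.04% in the 12 IP libraries and 76.79% in the 6 input libraries, and 97.01% to 97.46% with each library left out, where 97.27% was found with all. The median percentile of the 26 genes of Figure 4A was 69.41 when ranked among genes with at least 1 read, against 60.11, because more genes with few reads lie below them. The log2 ratio of *Xist* to Y-linked transcripts differed between treatments in IP by 0.721 (exact permutation p = 0.216, adjusted over 6 tests 0.31). With each library left out, this difference was 0.483 to 1.1. It was 1.1 (exact permutation p = 0.0455, not adjusted) without IP ethanol replicate 3.

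Some lists lost their call by camera. With an estimated correlation, the adjusted p in input was 0.0719 for Myc targets, 0.184 for chondroitin sulfate genes, 0.184 for lysosome genes and 0.42 for cytosolic ribosomal proteins. It was 0.242 for cytosolic ribosomal proteins with ethanol in IP and 0.0524 in IP vs. input. With fry it was 0.0707 for chondroitin sulfate genes in input and 0.0823 for cytosolic ribosomal proteins in input. The latter list had 0.054 with GC and length trends removed, 0.212 with fry and a replicate block and 0.3 against matched lists. Axon guidance in IP had 0.0976 with both trends removed. A larger correlation between genes widens the test by construction. The adjusted p by camera also rose where the estimate was below the preset 0.01. It rose from 4.31e-06 to 0.00502 for chondroitin sulfate genes in IP (estimate 0.00275). For neuron markers in IP vs. input (estimate -0.0455) it rose from 0.0328 to 0.0651. The size of the correlation alone therefore does not account for the rise, and the cause of the other changes was not tested. The changes of *Bcan*, *Ncan* and *Tlr4* in IP and input kept their direction and an adjusted p below 0.05 in all settings except the test against a fold change of 1.2, with *Bcan* at 0.18 to 0.24 in IP across the settings with all libraries. Taken over all settings, the results for single genes and for counts by direction were the same in 973 cases, weaker in 33, stronger in 5 and moved in 41. None was labelled as reversed, but the direction with more calls did turn in some settings. With total counts, ethanol in input gave 2011 upregulated and 1703 downregulated genes, against 1767 and 1905. With the dish as a block, 94 genes were higher and 8 lower in IP. TMM with singleton pairing gave 17 and 88, removal of GC and length trends 19 and 36, and removal of the GC trend 50 and 59. With RLE size factors and with total counts, the ethanol effects on Myc targets, chondroitin sulfate, lysosome, axon guidance and cytosolic ribosomal protein genes, and the last list in IP vs. input, kept their direction and their side of the threshold by camera.

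Control and ethanol dishes share only a replicate number. With the number as a block, ethanol in IP gave 5782 genes, input 3829, and limited IP 4193, and *Meg3* in IP passed (0.77, adjusted p = 2.07e-07). The mean correlation between control and ethanol libraries of one number was 0.119 in IP, against -0.0239 between different numbers, and 0.0587 against -0.0293 in input. These are correlations of deviations from group means, which cancel out over a group. The means between different numbers therefore follow from those of one number and are no separate comparison.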

Differences from the paper's values

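The alternatives with GC and length trends removed were chosen after the values were seen.

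The paper gives 267 genes downregulated by ethanol in input only, and 559 were found here with edgeR. Of the alternatives set before the data were examined, DESeq2 gave 267, filterByExpr gave 388, and the fits without input control replicate 5 (390) and without input control replicate 6 (372) also came within 1.5 times the paper's value. The other alternatives did not. An adjusted p below 0.01 gave 417, RLE size factors 471, total counts 427, no filter 465, counts of one strand 520, glmQLFit without legacy 447, thinned reads 460, a fold change over 1.2 20, one fit over 18 libraries 145 and the replicate block 506. IP from matched dishes gave 725 and from other dishes 942, and the remaining fits without 1 library gave 432 to 637. With GC and length trends removed, which was chosen after seeing the values, 361 genes were found.

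The paper reports *Meg3* as upregulated by ethanol in IP. Here its adjusted p in IP was 0.0854 (edgeR's quasi-likelihood test). *Meg3* passed with DESeq2 (adjusted p = 0.0264), with no filter (0.000445), with filterByExpr (0.0493), with the replicate block (2.07e-07), without IP ethanol replicate 3 (5.34e-06) and in limited IP (0.00182). The paper names *Chd3*, *Meg3* and *Ndst1* as upregulated in IP and downregulated in input, and DESeq2 gave these genes. Here *Chd3*, *Ndst1* and *Cic* were.

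Of the 47 genes labelled in Figure 4C as regulated in IP, 5 did not pass here, *Mrgprf* (adjusted p = 0.0594), *AU021092* (0.0501), *Meg3* (0.0854), *Pdyn* (0.0541) and *Abcc9* (0.0502, edgeR's quasi-likelihood test). DESeq2 and filterByExpr called all 5. Without glmQLFit's legacy method, with the replicate block, without IP ethanol replicate 2 and without IP ethanol replicate 3, 3 of them passed. Counts of one strand and one fit over 18 libraries called 2. RLE size factors, total counts, no filter and the fits without IP control replicates 2, 3 or 5 or IP ethanol replicates 4, 5 or 6 called 1. With the GC trend removed, chosen after seeing the values, 3 passed, and with GC and length trends removed, also chosen after seeing the values, 1 did. Of the 158 genes listed for IP and the PD7 hippocampus, 13 did not pass here. DESeq2 called all 13, filterByExpr 8, the fit without IP ethanol replicate 3 8, the replicate block 7, one fit over 18 libraries 6, no filter 5 and counts of one strand 5. RLE size factors called 4, the fit without IP ethanol replicate 2 4, thinned reads 3, total counts 2 and glmQLFit without legacy 2, and the other fits without 1 IP library 0 to 3. With GC and length trends removed, chosen after seeing the values, 6 of the 13 passed.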

Other observations

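Of the tests in this part, those of mRNAs with a terminal oligopyrimidine tract and of Myc targets without cell cycle genes were written before their results were seen, and the others were chosen after the result was seen.

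Long transcripts rose and short ones fell with ethanol. In IP, 680 protein-coding genes with transcripts over 5615 bases were upregulated and 159 downregulated, and among those with 383 to 2141 bases, 210 and 685 were. In input, the numbers were 386 and 226, and 179 and 500. The Spearman correlation of the ethanol effect with length across 10038 genes was 0.318 in IP and 0.189 in input. The length trend per library was 0.198 ± 0.259 with ethanol and -0.216 ± 0.231 in control in IP (exact permutation p = 0.0195, with 0.00216 the lowest possible, adjusted over 4 tests 0.078), and 0.143 ± 0.0786 against -0.146 ± 0.0673 in input (n = 3 each, exact p = 0.1, the lowest possible, adjusted 0.2). With the trends removed, 81.9% of the ethanol-regulated genes in IP and 88.2% of those in input were still called in the same direction, which argues against the trends as the whole cause of the calls. Fragmentation or library preparation that differs between libraries cannot be told apart from an effect of ethanol on long transcripts, since the treatments differ in it.

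The IP libraries of replicates 1 to 3, from dishes without an input library, shared 1914 ethanol-regulated genes with input. This argues against shared dishes as the cause of the overlap between fractions.

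The 12 microglia markers had a median log2 fold change of -2.46 in IP vs. input (0 higher and 11 lower, camera adjusted p = 1.17e-10), against -0.10 in matched lists, which argues against short transcripts as the cause. The 3 with the most reads in input were *Cd68* (log2 fold change -1.05, 37.7 CPM in input), *Csf1r* (-2.56, 25.0 CPM) and *Ctss* (-2.66, 24.1 CPM). This is consistent with RNA of microglia without the tag in input. The 11 astrocyte markers had a median of 0.60 (10 higher and 0 lower, adjusted p = 4.03e-08), and the 9 neuron markers 0.36 (5 higher and 1 lower, adjusted p = 0.0328). Of the 9 neuron markers, 4 had under 1 CPM in input and decide little, and 1 of these, *Rbfox3*, was lower in IP (-1.185). The other 5 had 3.68 to 85.3 CPM in input. All 5 were higher in IP, by 0.245 (*Stmn2*) to 0.53 (*Tubb3*). These 5 markers argue against an equal loss of every cell type without the tag, if their reads came from such cells, which was not tested. Fibroblast markers had a median of -1.02 (3 higher and 5 lower of 8, adjusted p = 0.167), with *Col1a1* at -1.62 and *Col1a2* at 0.28. Oligodendrocyte markers had a median of -0.32 (4 higher and 4 lower of 10), endothelial and mural markers 0.10 (4 and 4 of 9) and ependymal markers -0.12 (2 and 0 of 5). With an estimated correlation, astrocyte and microglia markers passed (adjusted p = 0.0112 for each) and neuron markers did not (0.0651), and with fry all 7 marker lists passed. The numbers for the 7 marker lists were the same when adjusted over the list alone. Ethanol in IP upregulated 4 and downregulated 0 astrocyte markers (5 and 1 when adjusted over the list alone), and in input 4 and 3. For microglia markers the numbers were 2 and 0 in each fraction, and for oligodendrocyte markers 2 and 1 in IP and 3 and 1 in input. The neuron markers had 0 and 1 in IP and 2 and 1 in input, endothelial and mural markers 1 and 2 in each fraction, fibroblast markers 1 and 0 in each and ependymal markers 1 and 1 in IP and 0 and 1 in input. The matched comparison is void for neuron, oligodendrocyte, endothelial and ependymal markers, mitochondrially encoded mRNAs and noncoding RNAs, since under 80% of their genes have a matched length.

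The cytosolic ribosomal protein mRNAs were lower in IP than matched lists, whose median was -0.071, so short transcripts are not the whole cause. Other mRNAs with a terminal oligopyrimidine tract, 18 genes without ribosomal proteins, had a median of -0.52 (1 higher, *Hnrnpa1*, and 15 lower), against 0.12 in matched lists, and 0 of 10000 were as low. This is consistent with weak ribosome occupancy of such mRNAs in these cultures. With ethanol in IP the cytosolic ribosomal protein mRNAs had a median of -0.10, against -0.08 in matched lists (125 of 10000 as low). Genes of matched lists are drawn singly, so their medians vary less than that of genes that move together (estimated correlation 0.664). Camera with this correlation did not pass (adjusted p = 0.242). Whether the length trend is the whole cause of their fall in IP thus stays open. In input the length trend may account for the fall of these mRNAs, as 1497 of 10000 lists were as low (33 of 79 genes down, 43 when adjusted over the list alone, camera adjusted p = 1.09e-07).

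The fall of Myc targets with ethanol in IP was not matched by lists of the same length and expression (median -0.011). Without the 10 S and G2/M genes the median of the 189 remaining genes was -0.10, so fewer dividing cells, through cell cycle genes on the list, are not the whole cause of the fall.

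The nuclear RNA *Xist* followed *Malat1* over the 12 IP libraries (Pearson correlation 0.896, permutation p = 4e-05, adjusted over 4 relations 0.00016, 0.886 within treatments, 0.809 without the 2 farthest libraries), which a treatment difference alone would not give. *Neat1* and *Rian* had correlations of 0.814 and 0.624 with *Malat1*, and of 0.606 and 0.336 without the 2 farthest libraries. *Xist* differed between treatments by 0.66 on the log2 scale in IP (exact p = 0.258, adjusted over 6 tests 0.31) and 0.91 in input (exact p = 0.1, the lowest possible, adjusted 0.3). Y-linked transcripts differed by 0.0339 in input (exact p = 0.6) and by -0.0619 in IP (exact p = 0.158, adjusted 0.31). These values neither show nor exclude a larger share of female cells in the ethanol dishes.

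In input, 9 of 38 chondroitin sulfate genes were upregulated and 1 downregulated (11 and 2 when adjusted over the list alone, camera adjusted p = 0.00862, not passed with an estimated correlation or fry), and of 67 axon guidance genes 9 and 6 (11 and 6 when adjusted over the list alone, camera adjusted p = 0.126). Of 73 genes of mitochondrial ribosomal proteins, 1 was upregulated and 16 were downregulated in input (3 and 20 when adjusted over the list alone, camera adjusted p = 1.18e-05, 0.0047 by fry and 0.143 with an estimated correlation). The 13 mitochondrially encoded mRNAs were all lower in IP (median -4.51, camera adjusted p = 2.78e-15), and with ethanol the camera test gave a median of 0.09 in input (6 upregulated, all 13 above 0, adjusted p = 0.00384, not passed with an estimated correlation or fry) and of -0.16 in IP (11 of 13 below 0, none called, adjusted p = 0.021, not passed with an estimated correlation or fry). Of 13 noncoding RNAs, 1 was higher and 10 lower in IP (median -1.04, adjusted p = 0.000121), and with ethanol 8 of the 13 were above 0 in IP, none called, and 2 were upregulated and 1 downregulated in input (3 and 1 when adjusted over the list alone). Of the 26 genes of Figure 4A, ethanol upregulated 6 and downregulated 3 in IP and 4 and 5 in input (6 and 3 in IP and 5 and 5 in input when adjusted over the list alone). In IP vs. input, Myc targets (103 higher and 62 lower), chondroitin sulfate (14 and 13), lysosome (27 and 23), S phase (14 and 13) and G2/M (16 and 15) went both ways.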
